# FOXF1 promotes tumor vessel normalization and prevents lung cancer progression through FZD4

**DOI:** 10.1038/s44321-024-00064-8

**Published:** 2024-04-08

**Authors:** Fenghua Bian, Chinmayee Goda, Guolun Wang, Ying-Wei Lan, Zicheng Deng, Wen Gao, Anusha Acharya, Abid A Reza, Jose Gomez-Arroyo, Nawal Merjaneh, Xiaomeng Ren, Jermaine Goveia, Peter Carmeliet, Vladimir V Kalinichenko, Tanya V Kalin

**Keywords:** Tumor-Associated Endothelial Cells, Wnt Signaling, Fzd4, Foxf1, Nanoparticle Delivery System, Cancer, Respiratory System

## Abstract

Cancer cells re-program normal lung endothelial cells (EC) into tumor-associated endothelial cells (TEC) that form leaky vessels supporting carcinogenesis. Transcriptional regulators that control the reprogramming of EC into TEC are poorly understood. We identified Forkhead box F1 (FOXF1) as a critical regulator of EC-to-TEC transition. FOXF1 was highly expressed in normal lung vasculature but was decreased in TEC within non-small cell lung cancers (NSCLC). Low *FOXF1* correlated with poor overall survival of NSCLC patients. In mice, endothelial-specific deletion of FOXF1 decreased pericyte coverage, increased vessel permeability and hypoxia, and promoted lung tumor growth and metastasis. Endothelial-specific overexpression of FOXF1 normalized tumor vessels and inhibited the progression of lung cancer. FOXF1 deficiency decreased Wnt/β-catenin signaling in TECs through direct transcriptional activation of *Fzd4*. Restoring FZD4 expression in FOXF1-deficient TECs through endothelial-specific nanoparticle delivery of *Fzd4* cDNA rescued Wnt/β-catenin signaling in TECs, normalized tumor vessels and inhibited the progression of lung cancer. Altogether, FOXF1 increases tumor vessel stability, and inhibits lung cancer progression by stimulating FZD4/Wnt/β-catenin signaling in TECs. Nanoparticle delivery of FZD4 cDNA has promise for future therapies in NSCLC.

## Synopsis

Angiogenesis supports tumor growth. Current antiangiogenic therapies have not significantly improved survival; there is a critical need for new approaches. Mechanisms that regulate transition from normal to tumor-associated endothelial cells and drive pathological angiogenesis are poorly understood.

- FOXF1 is decreased in tumor-associated endothelial cells of NSCLC patients and mouse model of lung cancer.
- Genetic deletion of FOXF1 gene from endothelial cells increases lung tumor growth and metastasis, whereas transgenic over-expression of FOXF1 decreases lung tumor growth and metastasis.
- FOXF1-deficient tumor-associated vasculature is structurally and functionally abnormal.
- Loss of FOXF1 decreases Wnt/β-catenin signaling in endothelial cells through direct transcriptional activation of Fzd4.
- Endothelial-specific nanoparticle delivery of FZD4 cDNA normalizes tumor vessels and inhibits lung cancer progression.

## Abstract (web summary)

Angiogenesis supports tumor growth. Current antiangiogenic therapies have not significantly improved survival; there is a critical need for new approaches. Mechanisms that regulate transition from normal to tumor-associated endothelial cells and drive pathological angiogenesis are poorly understood.

The paper explained **Problem**

Tumor-associated angiogenesis is essential to promote tumor growth and metastases. Tumor blood vessels are abnormal, endothelial layer is disorganized and leaky. Lung has a robust capillary network, providing unique microenvironment for highly metastatic non-small cell lung cancers (NSCLC). Presence of tumor cells induce reprogramming of normal lung endothelial cells (EC) into tumor-associated endothelial cells (TEC), which promote tumor progression and metastasis. The transcriptional regulators that control EC-to-TEC transition are poorly understood.

**Results**

We have identified the Forkhead Box transcription factor 1 (FOXF1) as a critical regulator of EC-to-TEC transition. FOXF1 is expressed in normal EC, but rapidly decreases in TEC of mouse and human NSCLC. Low FOXF1 predicts poor survival in NSCLC patients. While endothelial-specific deletion of FOXF1 in mice destabilizes tumor vessels and promotes lung cancer growth and metastasis, the endothelial overexpression of FOXF1 normalizes tumor vessels and inhibits lung tumor progression. FOXF1 deficiency decreases Wnt/β-catenin signaling in TECs through direct transcriptional activation of *Fzd4*. Nanoparticle delivery of *Fzd4* cDNA to endothelial cells rescued Wnt/β-catenin signaling in TECs, normalized tumor vessels and inhibited the progression of lung cancer.

**Impact**

Our study identifies the novel molecular mechanisms used by lung endothelial cells to regulate tumorigenesis which involves FOXF1/FZD4/WNT signaling. We have demonstrated that maintaining FOXF1/FZD4 signaling in pulmonary EC via genetic or gene therapy is beneficial to normalize tumor vessels and inhibit lung cancer progression. Nanoparticle delivery of FZD4 cDNA represents a promising therapeutic strategy to treat NSCLC.

## Introduction

Lung cancer is the leading cause of cancer-related mortality worldwide. Current treatment strategies include chemotherapy and/or radiotherapy, and surgery in the case of patients diagnosed with early-stage lung cancer. However, the 5-year survival rate of patients with advanced NSCLC remains less than 20% (Siegel et al, 2019), emphasizing a need to develop better treatment strategies. Interactions between the tumor microenvironment and tumor cells play a crucial role in tumor progression. Tumor cells secrete pro-angiogenic factors, like VEGF, that recruit endothelial cells to form tumor-associated vasculature, which provides nutrients and oxygen to the proliferating tumor cells, thereby supporting tumor growth. However, antiangiogenic therapies have failed to improve overall survival of lung cancer patients (Alshangiti et al, 2018), suggesting that a deeper understanding of tumor-associated vascular biology is required.

Tumor-associated blood vessels are structurally and functionally abnormal. The presence of tumor cells induces reprogramming of normal endothelial cells (EC) into tumor-associated endothelial cells (TEC) (Dudley, 2012). While ECs are quiescent and form tight endothelial barrier, TECs are activated and form leaky vessels that support carcinogenesis. Re-programmed TEC secrete pro-tumorigenic mediators, supporting tumor cell proliferation and invasion (Maishi and Hida, 2017; Zhao et al, 2016). TEC are resting on a porous basement membrane with decreased pericyte coverage, causing increased vessel permeability. Increased vessel permeability induces tumor-associated inflammation and contributes to increased intravasation and extravasation of tumor cells, stimulating tumor invasion and metastasis (Kienast et al, 2010). Perfusion through tumor-associated vessels is decreased, causing hypoxia within the tumors (Jain, 2014). The hypoxic and acidic tumor microenvironment supports an immunosuppressive environment and prevents the activity of cytotoxic T cells, thereby promoting tumor growth (Huang et al, 2018).

Normalization of tumor vessels’ structure and function alleviates hypoxia in the tumor microenvironment and increases the efficacy of anti-cancer therapy (Martin et al, 2019). Vascular normalization decreases endothelial permeability, improves the perfusion of tumor-associated blood vessels, and creates an immune-permissive microenvironment that inhibits cancer progression (Hatfield et al, 2015; Lanitis et al, 2015). However, molecular mechanisms critical for tumor vascular normalization are not well understood. In this study, we compared normal EC with TEC from mouse and human lung tumors to identify FOXF1 as a critical transcriptional regulator of EC-to-TEC reprogramming. FOXF1 is an embryonic transcription factor from the Forkhead Box (Fox) family of transcription factors (Clark et al, 1993; Kaestner et al, 1993). *Foxf1*^−/−^ mice are embryonic lethal (Kalinichenko et al, 2001a; Mahlapuu et al, 2001). Deletions or point mutations in *FOXF1* gene locus are linked to Alveolar Capillary Dysplasia with Misalignment of Pulmonary Veins (ACDMPV), a lethal congenital disorder of newborns and infants (Dharmadhikari et al, 2015). Conditional deletion of *Foxf1* from EC caused embryonic lethality due to the inability of FOXF1-deficient EC undergo angiogenesis in response to VEGF signaling (Ren et al, 2014). The role of FOXF1 in lung cancer is unknown.

In this study, we show that FOXF1 is expressed in normal lung EC but is decreased in the tumor-associated vasculature of human and mouse NSCLC. Decreased expression of *FOXF1* correlates with poor prognosis in NSCLC patients. Using transgenic mice in which *Foxf1* was deleted or overexpressed in endothelial cells, we found that FOXF1 inhibits lung tumor growth and metastasis and normalizes tumor-associated blood vessels by maintaining Wnt/β-catenin signaling in ECs through transcriptional activation of FZD4. Our results support the use of FOXF1-activating therapies for vascular normalization in lung cancers.

## Results

### FOXF1 is decreased in human and mouse NSCLC-associated endothelial cells

Endothelial-specific expression of FOXF1 in the lung tissue of NSCLC patients was visualized by co-staining tissue sections for FOXF1 and CD31. In human donor lungs without tumors, FOXF1 protein was detected in a majority of endothelial cells (Fig. 1A, left panels and Fig. 1B). In contrast, only 5–10% of endothelial cells expressed FOXF1 in human lung adenocarcinomas and squamous cell carcinomas (SCC) (Fig. 1A, right panels and Fig. 1B). FOXF1 was not detected in tumor cells (Fig. 1A). FACS-sorted endothelial cells from human NSCLC tumors (TEC) showed a significant decrease in *FOXF1* mRNA compared to endothelial cells isolated from donor’s lungs (EC) (Fig. 1C). The Cancer Genome Atlas (TCGA) data mining showed that NSCLC patients (*N* = 1925) with higher *FOXF1* mRNA expression had increased overall survival compared to patients with lower *FOXF1* levels (Figs. 1D and  EV1A), and that the survivors had significantly higher levels of FOXF1 compared to non-survivors (Fig. 1E). Thus, FOXF1 is decreased in NSCLC-associated endothelial cells, and its expression levels correlate with poor prognosis in NSCLC patients.

**Figure 1:**
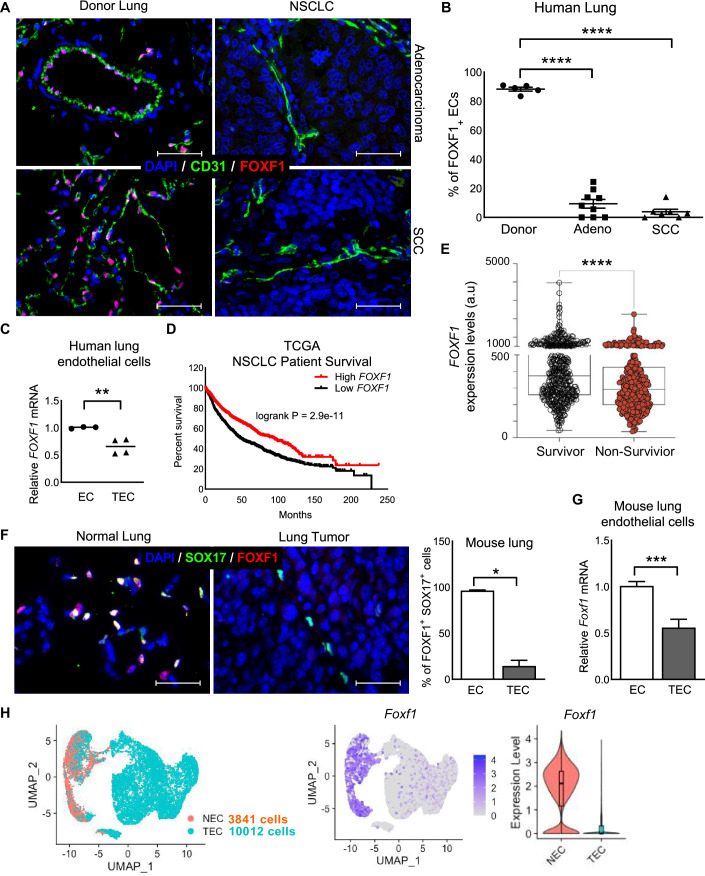
FOXF1 is decreased in human and mouse NSCLC-associated endothelial cells. (**A**) Co-localization studies show decreased FOXF1 staining (red) in CD31^+^ endothelial cells (green) within human lung adenocarcinomas and lung squamous cell carcinomas (SCC) compared to endothelial cells of donor lung. (*N* = 5–9 per group). Scale bar = 50 μm. (**B**) Percentage of FOXF1^+^/CD31^+^ double-positive cells are decreased within lung adenocarcinomas and SCC compared to donor lungs. Five random fields were counted and presented as mean ± SEM. (*N* = 5–9 per group). ****P  <  0.0001. (**C**) *FOXF1* mRNA is decreased in tumor-associated endothelial cells (TEC) FACS-sorted from NSCLC specimens compared to normal endothelial cells (EC) FACS-sorted from donor lungs. Endothelial cells were identified as CD31^+^/CD45^−^ cells. Data presented as mean ± SEM. (EC, *N* = 3; TEC, *N* = 4). **P  =  0.0087. (**D**, **E**) TCGA data mining show that lower *FOXF1* mRNA levels in tumors predict poor overall survival in NSCLC patients. Median *Foxf1* and *Fzd1* mRNA levels were used to split the two populations (*N* = 1926). ****P  <  0.0001. Boxplots show median, Q1 and Q3 quartiles and whiskers up to 1.5× interquartile range. (**F**) Co-localization studies demonstrate decreased FOXF1 protein (red) in SOX17^+^ endothelial cells (green) within mouse LLC tumors compared to normal lungs. The percent of FOXF1^+^/SOX17^+^ double-positive cells were counted in five random fields and presented as mean ± SEM. (*N* = 4–5 mice per group). *P  =  0.0159. (**G**) *Foxf1* mRNA is decreased in CD31^+^/CD45^−^ cells isolated from mouse LLC tumors (TEC) compared to normal lungs (EC) as shown by qRT-PCR. *β-actin* mRNA was used for normalization. (*N* = 7–8 per group). ***P  =  0.0005. (**H**) Unsupervised clustering of lung endothelial cells from scRNA-seq dataset (Goveia et al, 2020) is shown using uniform manifold approximation and projection (UMAP). Left panel: colored by group; red—Donor EC, (NEC; *n* = 3841 cells); blue—EC from LLC tumors, (TEC, *n* = 10012 cells). Middle panel: expression of *FOXF1* in NEC and TEC clusters after Z-score normalization. Right panel: violin plots show decreased expression of *FOXF1* mRNA in TECs compared NECs. *FOXF1* expression is log normalized. Boxplots show median, Q1 and Q3 quartiles and whiskers up to 1.5× interquartile range. Scale bars = 50 μm. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using using the two-tailed unpaired-sample Student *t* test (**C**, **E**, **F**, **G**), logrank test (**D**), or one-way ANOVA followed by Tukey’s post hoc test (**B**). Source data are available online for this figure.

**Figure EV1:**
*FOXF1* expression is decreased in TECs of mouse LLC lung tumors. (**A**) TCGA data mining show that lower *FOXF1* mRNA levels in tumors predicts poor overall survival in patients with adenocarcinoma (AD) and squamous cell carcinoma (SCC). The lower and upper quartile for *FOXF1* expression in AD and SCC were compared. (*N* = 1926). (**B**) Co-localization studies demonstrate decreased FOXF1 protein (red) in CD31^+^ endothelial cells (green) within mouse LLC tumors compared to normal lungs. The normal lung tissue image is the same as in Fig. 6C. (*N* = 3 mice per group). Scale bar = 100 μm. (**C**) Endothelial cells from normal lung (NEC) and LLC tumors (TEC) were visualized using uniform manifold approximation and projection (UMAP) after samples integration with Harmony. (**D**) Both *Foxf1* mRNA levels and the total number of FoxF1-expressing EC were decreased in LLC lung tumors compared to normal lung. Based on endothelial cell sub-clustering, decreased Foxf1 mRNA was detected in tumor-associated capillary, arterial and venous ECs. Foxf1 was not expressed in lymphatics. Colored by group; red- Donor EC, (NEC; *n* = 3841 cells); blue- EC from LLC tumors, (TEC, *n* = 10012 cells). Boxes show median, Q1 and Q3 quartiles and whiskers up to 1.5× interquartile range. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. *P  <  0.05, ns: not significant, as determined using the logrank test (**A**), or Wilcoxon rank-sum test (**D**).

Expression of FOXF1 was examined in an orthotopic mouse model of NSCLC using Lewis Lung Carcinoma (LLC) cells (Doki et al, 1999). LLC cells were injected into the left lung lobe of C57Bl/6 wild-type (WT) mice and mice were sacrificed 28 days after tumor inoculation. Expression of FOXF1 was visualized by immunostaining for FOXF1 and SOX17, the latter is a known nuclear endothelial cell marker (Lange et al, 2014). Consistent with human data (Fig. 1A), the percentage of FOXF1-positive endothelial cells in mouse LLC tumors was decreased compared to normal lung tissue (Figs. 1F and  EV1B). Next, endothelial cells were FACS-sorted from microdissected LLC tumors and compared with endothelial cells from control lungs. *Foxf1* mRNA was decreased in TEC compared to normal EC (Fig. 1G). Thus, both FOXF1 protein and mRNA expression were decreased in TEC of mouse lung tumors, recapitulating the human data.

To confirm our results using FACS-sorted lung endothelial cells and immunostaining, we next used a publicly available scRNA-seq dataset to analyze endothelial cells from LLC tumors and normal murine lung (Goveia et al, 2020). Endothelial cells from normal lung (NEC) and LLC tumors (TEC) were visualized using uniform manifold approximation and projection (UMAP) after samples integration with Harmony (Korsunsky et al, 2019) (Figs. 1H and  EV1C). Both *FOXF1* mRNA levels and the total number of FOXF1-expressing EC were decreased in lung tumors compared to normal lung (Fig. 1H). Based on endothelial cell sub-clustering, decreased Foxf1 mRNA was detected in tumor-associated capillary, arterial and venous ECs (Fig. EV1D). Foxf1 was not expressed in the lymphatics (Fig. EV1D). Altogether, FOXF1 expression is decreased in TEC of mouse and human NSCLC tumors.

### Deletion of *Foxf1* in endothelial cells promotes lung tumor growth and metastasis

To determine the role of FOXF1 in endothelial cells during lung tumor progression, we used mice in which the *Foxf1* gene was deleted in endothelial cells (Cai et al, 2016). Since homozygous deletion of *Foxf1* in mouse endothelial cells (*Pdgfb-CreER*^*tg/+*^*;Foxf1*^*fl/fl*^) is lethal (Cai et al, 2016), we used heterozygous mice for cancer studies (*Pdgfb-CreER*^*tg/+*^*;Foxf1*^*fl/+*^*;* abbreviated as end*Foxf1*^+/−^). Upon tamoxifen (Tam) administration, Cre-mediated recombination of the *Foxf1-flox* allele causes deletion of exon 1 encoding the DNA-binding domain of FOXF1 protein (Fig. EV2A,B). Single transgenic *Foxf1*^fl/+^ or *Pdgfb-Cre*^*tg/+*^ littermates were used as controls. Next, lung ECs were FACS-sorted from Tam-treated control and end*Foxf1*^+/−^ mice, and *Foxf1* mRNA was assessed by qRT-PCR. The ~50% decrease in *Foxf1* mRNA was observed in ECs from end*Foxf1*^+/−^ lungs compared to controls (Fig. EV2C,D). Lungs of Tam-treated control and *endFoxf1*^*+/−*^ mice without tumors were histologically normal (Fig. EV2E), a finding consistent with published studies (Cai et al, 2016). Orthotopic LLC lung tumors in Tam-treated end*Foxf1*^+/−^ mice developed faster and were significantly larger than in control mice (Fig. 2A–D). BrdU incorporation and immunostaining for phospho-histone H3 (pH3) showed increased numbers of proliferating tumor cells in end*Foxf1*^+/−^ mice compared to controls (Appendix Fig. S1A,B). Using FACS-sorted lung endothelial cells, we found that TECs from end*Foxf1*^+/−^ tumors had a more profound decrease of *Foxf1* mRNA compared to TECs from control tumors (Fig. 2E). Moreover, deletion of *Foxf1* in endothelial cells increased the number of mice with mediastinal metastases (Fig. 2F; Appendix Fig. S1C). To demonstrate that the role of FOXF1 in endothelial cells is not limited to LLC tumor model, we utilized a mouse model of urethane-induced lung carcinogenesis (Miller et al, 2003) (Fig. 2G). Similar to the orthotopic LLC model, Tam-treated end*Foxf1*^+/−^ mice had increased numbers and sizes of tumors (Fig. 2H–J; Appendix Fig. S1D). Increased tumorigenesis in end*Foxf1*^+/−^ mice was associated with increased proliferation of tumor cells (Appendix Fig. S1E). Altogether, FOXF1 deficiency in endothelial cells stimulated lung tumorigenesis in orthotopic and chemically induced mouse models of lung cancer.

**Figure 2:**
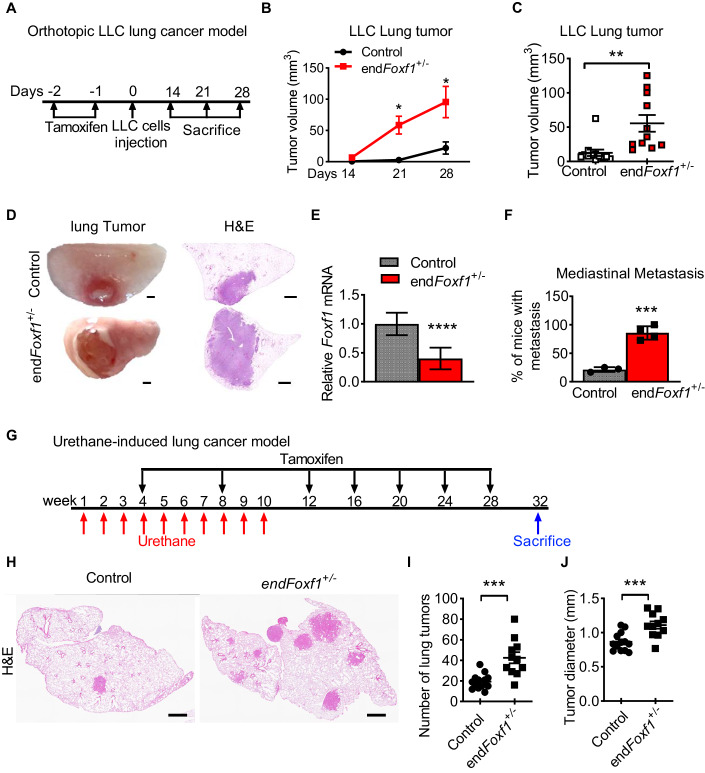
Deletion of *Foxf1* in endothelial cells promotes lung tumor growth and metastasis. (**A**) Schematic representation of LLC orthotopic model of lung cancer. Tamoxifen-treated mice were inoculated with mCherry-labeled LLC cells into the left lung lobe. Mice were sacrificed on days 14, 21, and 28 post LLC injection (day 21: *P  =  0.0291; D28: *P  =  0.0232). (**B**) Growth of lung tumors in end*Foxf1*^+/−^ mice is increased compared to controls. (*N* = 8–11 mice per group). (**C**) Deletion of *Foxf1* in endothelial cells increased lung tumor volume measured on day 28. (*N* = 11–12 mice per group). **P  =  0.0026. (**D**) H&E staining shows larger LLC tumors in end*Foxf1*^+/−^ mice compared to controls. Scale bar = 500 μm. (**E**) qRT-PCR shows that *Foxf1* mRNA is decreased in endothelial cells FACS-sorted from microdissected tumors of end*Foxf1*^+/−^ mice as compared to control mice. *β-actin* mRNA was used for normalization. (*N* = 7 mice per group**)**. ****P  <  0.0001. (**F**) Tumor**-**bearing end*Foxf1*^+/−^ mice have increased incidence of mediastinal lymph node metastasis. (*N* = 3–4 mice per group). ***P  =  0.0003. (**G**) Schematic representation of urethane-induced lung cancer model. Tamoxifen-treated end*Foxf1*^+/−^ and control mice were administered urethane once a week for 10 weeks. Mice were sacrificed 32 weeks post first urethane injection. (**H**) H&E staining shows increased tumor number and size in urethane-treated end*Foxf1*^+/−^ mice. Scale bar = 500 μm. (**I**, **J**) Deletion of *Foxf1* in endothelial cells increased the number and diameter of lung tumors in urethane-treated end*Foxf1*^+/−^ mice. (*N* = 11–13 mice per group). (**I**: ***P  =  0.0003; **J**: ***P  =  0.0009). Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using the two-tailed unpaired-sample Student *t* test (**C**, **E**, **F**, **I**, **J**), or two-way ANOVA followed by Fisher’s LSD post hoc test (**B**). Source data are available online for this figure.

**Figure EV2:**
Conditional deletion of one *Foxf1* allele from endothelial cells does not affect lung histology. (**A**) Schematic representation of breeding strategy for the conditional deletion of one allele of *Foxf1* from endothelial cells (end*Foxf1*^+/−^ mice). *Foxf1*^*F/F*^ mice were crossed with *Pdgfb-cre*ER^+/−^ mice to generate *Pdgfb-creER*^*+/-*^; *Foxf1*^*F/+*^ mice. *Foxf1*^*F/+*^ littermates were used as controls. (**B**) Schematic representation of tamoxifen treatment to delete *Foxf1* from endothelial cells. (**C**) The gating strategy for FACS-sorting. Single, live cells from the lungs were gated to identify endothelial cells (CD45^−^ CD31^+^). (**D**) qRT-PCR shows decreased *Foxf1* mRNA in endothelial cells isolated from end*Foxf1*^+/−^ lungs compared to control lungs. *Actb* mRNA was used for normalization. (*N* = 8–10 mice per group). *P  = 0.0151. (**E**) H&E staining (upper panels) shows no morphological differences between tamoxifen-treated control *Foxf1*^*F/+*^ lungs and end*Foxf1*^+/−^ lungs at 31 days after tamoxifen administration. Scale bar = 25 μm. No difference in pericyte coverage of blood vessels was found in control and end*Foxf1*^+/−^ lungs is shown by co-localization of CD31 (green) with NG2 (red) (Middle panels). Blood vessels in end*Foxf1*^+/−^ and control lungs have similar basement membrane as shown by co-localization of CD31 (green) with Collagen IV (red). (Bottom panels). Scale bar = 100 μm. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SD. Statistical analysis was performed using Mann–Whitney Two-tailed test (**D**). Source data are available online for this figure.

### Deletion of *Foxf1* in endothelial cells causes functional and structural abnormalities in tumor vasculature

We next examined tumor-associated angiogenesis in FOXF1-deficient mice. The number of tumor-associated vessels and *Pecam1* mRNA in microdissected LLC tumors were increased in end*Foxf1*^+/−^ lungs compared to controls (Fig. 3A,B). Flow cytometry of microdissected tumors demonstrated the increased number of tumor-associated CD31^+^CD45^−^ endothelial cells in end*Foxf1*^+/−^ tumors compared to control tumors (Fig. 3C). The end*Foxf1*^+/−^ tumor vessels had decreased pericyte coverage as demonstrated by immunostaining for endothelial marker CD31 and pericyte marker NG2 (Fig. 3D). Tumor-associated vasculature in end*Foxf1*^+/−^ lungs had decreased collagen IV staining in basement membranes, and the ratio between CD31 and collagen IV was reduced (Fig. 3E), consistent with the loss of basement membrane. To evaluate the perfusion of tumor-associated blood vessels, Texas red-conjugated lectin was injected into the tail vein of tumor-bearing mice. Perfusion of tumor vessels in end*Foxf1*^+/−^ lungs was decreased compared to tumors vessels in control lungs (Fig. 3F). To determine whether decreased perfusion impacted oxygen availability within the tumor, we injected tumor-bearing mice with pimonidazole, a chemical sensor for hypoxia (Cantelmo et al, 2016). LLC tumors in end*Foxf1*^+/−^ mice had more hypoxic areas (Fig. 3G), a finding consistent with decreased vascular perfusion. Proliferation of endothelial cells in LLC lung tumors was low as determined by co-staining of lung sections with Ki-67 and CD31 (Appendix Fig. S2). Altogether, deletion of *Foxf1* in endothelial cells caused structural abnormalities in tumor-associated blood vessels, associated with decreased vascular perfusion and increased hypoxia in tumor tissue.

**Figure 3:**
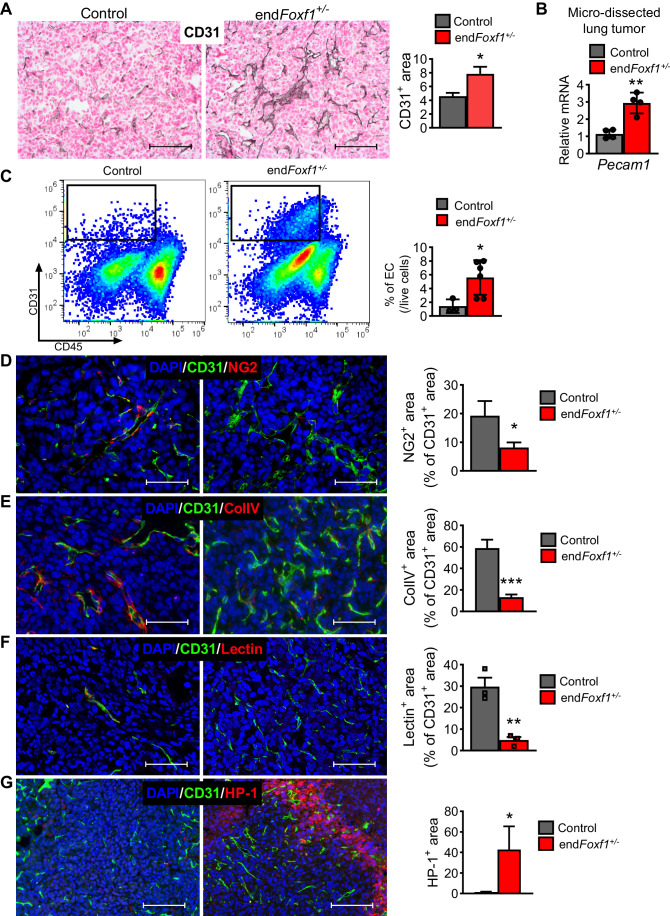
Deletion of *Foxf1* in endothelial cells causes functional and structural abnormalities in tumor vasculature. (**A**) The density of tumor vessels is increased in LLC tumors of end*Foxf1*^+/−^ mice as shown by immunostaining with CD31^+^ Abs. (*N* = 9 mice per group). *P  =  0.0123. (**B**) qRT-PCR shows that *Pecam1* mRNA is increased in microdissected lung tumors from end*Foxf1*^+/−^ mice compared to control mice. *β-actin* mRNA was used for normalization. (*N* = 4 per group). **P  =  0.0016. (**C**) Increased percent of endothelial cells in microdissected lung tumors from end*Foxf1*^+/−^ mice is shown by flow cytometery. (*N* = 3–6 mice per group). *P  =  0.0317. (**D**) Tumor-associated vessels in end*Foxf1*^+/−^ lungs have decreased pericyte coverage as demonstrated by immunostaining for endothelial marker CD31 (green) and pericyte marker NG2 (red). The percentage of positive area was counted in five random fields and presented as mean ± SEM. (*N* = 8–9 mice per group). *P  =  0.0491. (**E**) The end*Foxf1*^+/−^ tumor vessels have decreased basement membrane, shown by decreased Collagen IV immunostaining (red), and reduced ratio between CD31 (green) and Collagen IV levels (red). The percentage of positive area was counted in five random fields and presented as mean ± SEM. (*N* = 5–6 mice per group). **P  =  0.0043. (**F**) Perfusion of tumor vessels in endFoxf1^+/−^ lungs is decreased compared to tumor vessels in control lungs. Texas red-conjugated lectin was injected into the tail vein of tumor-bearing mice. Perfusion is shown by co-staining for CD31^+^ (green) blood vessels and tdTomato-lectin (red) (*N* = 3 mice per group). **P  =  0.0051. (**G**) LLC tumors in endFoxf1^+−^ lungs have more hypoxic areas as shown using hypoxyprobe (red). Tumor vessels are visualized using immunofluorescence for CD31^+^ (green). The percentage of positive area was counted in five random fields and presented as mean ± SEM. (*N* = 5–6 mice per group). **P  =  0.0043. Scale bar = 50 μm. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using the two-tailed unpaired-sample Studen*t t* test (**A**–**G**). Source data are available online for this figure.

### Deletion of *Foxf1* decreases Wnt/β-catenin signaling in tumor-associated endothelial cells

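The RNA-seq data were obtained from tumor endothelial cells (TECs) of the orthotopic model, in which cells of the Lewis lung carcinoma (LLC) line, a mouse lung tumor line, are injected into the left lung lobe. In end*Foxf1*+/- mice a tamoxifen-activated Cre recombinase expressed from the *Pdgfb* promoter removes exon 1 of 1 *Foxf1* allele in endothelial cells. Tumors were microdissected at day 21, CD45-CD31+ cells were sorted by FACS, and RNA was sequenced from 4 control and 4 end*Foxf1*+/- samples, called libraries here and named C1 to C4 (control) and H1 to H4 (end*Foxf1*+/-) in the order of the numbers in their labels. For each library the authors deposited TPM, the abundance of each gene's transcripts, listed by gene symbol, values that are already divided by transcript length and scaled to a fixed total. TPM keep no read number, so the depth of each library is unknown. The paper names DESeq2 for differential expression and DAVID with KEGG pathways for the enrichment. DESeq2 needs read counts, so the deposited values were tested here on the log2(TPM + 1) scale with limma, using a trend of the variance with expression and Benjamini-Hochberg adjustment, over the 14964 genes with a TPM of at least 1 in at least 4 of the 8 libraries. The pseudocount of 1 understates the change of genes with low TPM. Between 13419 and 15305 genes reached a TPM of 1 in a library. The most abundant transcript was listed as *Gm20594* in every library and held 5.11 to 11.3% of the TPM in the control libraries and 7.15 to 21.8% in the end*Foxf1*+/- libraries. The 8 libraries were unequal in their endothelial transcripts. The geometric mean TPM of 20 endothelial marker genes was 84.3 to 109% of the control mean in the control libraries, 104% in end*Foxf1*+/- library H1, 110% in library H2, 54.9% in library H4 and 5.56% in library H3, and the difference between the groups was within the spread (exact two-sided permutation test, p = 0.4). The median correlation of a library with the others, across genes, was 0.795 for library H3, 0.892 for library H4 and 0.958 to 0.968 for the remaining libraries. None of the 28 pairs of libraries held identical values.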

To identify molecular mechanisms by which FOXF1 regulates TECs, we performed RNA-seq analysis using TECs isolated from microdissected LLC tumors of control and end*Foxf1*^+/−^ mice. 

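Over all libraries no gene differed between end*Foxf1*+/- and control TECs at an adjusted p under 0.05 (smallest adjusted p = 0.305 from limma with Benjamini-Hochberg adjustment), and 836 genes, 5.59% of those tested, had an unadjusted p under 0.05. Of these, 422 were higher and 414 were lower in end*Foxf1*+/- TECs. In simulated data with the spread of these libraries, the test recovered 46 of 100 genes with a log2 change of 2 and 3 of 100 genes with a log2 change of 1. The simulation gave every library the same noise and drew genes independently. Libraries H3 and H4 were noisier than the others, so these counts may not hold for the real data. The TPM of 754 genes did not overlap between the groups, 5.04% of the genes where chance gives 2.86%. The alternative that moved the number of genes most was limma's array weights, under which 148 genes passed and library H3 received a weight of 0.0643 against 1.17 to 3.85 in the libraries other than H3 and H4. Leaving out control library C1 or end*Foxf1*+/- library H3 each gave 1 gene. Gene sets were compared with limma's camera test, two-sided, with its preset correlation of 0.01 between genes and adjustment over 6 sets. The Wnt genes named in the text for Fig. 4A (10 genes) had 9 tested members, 8 of them lower in end*Foxf1*+/- TECs, with a mean log2 fold change that fell by 0.59 relative to the other genes (adjusted p = 0.0256 from limma's camera). The Wnt genes in the source data of Fig. 4A (10 genes) fell by 0.46 relative to the other genes, 8 of 10 being lower (adjusted p = 0.0474 from limma's camera). Both lists were picked by the study from these libraries, so these results are not independent evidence. Neither held with an estimated correlation (adjusted p = 0.239 and 0.479) or under fry (0.199 and 0.384). The adjusted p of the first list was 0.0663 without control library C4, 0.0871 without end*Foxf1*+/- library H1 and 0.0569 without library H2. Without any 1 of the other libraries it was 0.00173 to 0.0399, the lowest without library H3. The adjusted p of the second list rose to between 0.0857 and 0.168 without library C3, C4, H1 or H2. It was 0.0156 to 0.0302 without library C1, C2, H3 or H4. A broader list of 147 Wnt pathway genes, written by hand in place of the KEGG list, had 110 tested members, 71 of them lower, or 58 under scaling by the median ratio, 60 under quantile normalization and 48 without library H3. Its mean differed from the other genes by −0.05 (adjusted p = 0.561 from limma's camera), and by 0.01 without library H3. Of the other pathways shown in the left panels of Fig. 4A, 3 were represented by hand-written lists, with differences given relative to the other genes. Genes of MHC and antigen presentation, 38 tested, were lower by a mean log2 difference of −0.11 (camera adjusted p = 0.336), which became −0.24 without library H3 (adjusted p = 0.0128). Genes of cytokines and receptors, 103 tested, were higher by 0.32 (camera adjusted p = 7.92e-04), which became 0.12 without library H3 (adjusted p = 0.183) and did not hold with an estimated correlation (0.0721) or under fry (0.407). Genes of ECM receptor interaction, 65 tested, were higher by 0.11 relative to the other genes (camera adjusted p = 0.336). Without that reference 40 of the 65 were lower in end*Foxf1*+/- TECs, with a median log2 fold change of −0.16. Relative to the other genes they were higher by 0.23 without library H2 (adjusted p = 0.0464). Without library H4 they were lower by a difference of −0.10 (adjusted p = 0.225).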

Gene Set Enrichment Analysis of RNA-seq data showed that several biological processes and signaling pathways were altered in FOXF1-deficient TECs, including canonical Wnt/β-catenin signaling pathway, which was decreased in end*Foxf1*^+/−^ TECs compared to control TECs (Fig. 4A, left panels). Furthermore, mRNAs of downstream targets of canonical Wnt/β-catenin pathway were decreased in end*Foxf1*^+/−^ TECs. These include *Axin1*, *Axin2*, *Dvl2, Nkd1, Lef1, Sfrp2, Wnt4, Sfrp1, Plcb2*, and *Nkd2* mRNAs (Fig. 4A, right panel). 

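Among these genes *Nkd2* showed the largest difference. *Nkd2*, on chromosome 13 of GRCm38 from 73818534 to 73847631 on the minus strand, was at 15.3 ± 5.71 TPM (SD, n = 4 libraries) in control TECs and 4.23 ± 2.77 TPM (SD, n = 4) in end*Foxf1*+/- TECs, a log2 fold change of −1.81 (standard error 0.50, adjusted p = 0.790 from limma over all genes). Every end*Foxf1*+/- library was below every control library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). *Nkd1*, on chromosome 8 from 88521354 to 88594884, and *Dvl2*, on chromosome 11 from 70000595 to 70012301, were also below every control library in all 4 end*Foxf1*+/- libraries. *Nkd1* was at 133 ± 28.3 TPM (SD, n = 4) in control and 71.4 ± 45.4 TPM (SD, n = 4) in end*Foxf1*+/- TECs, with a log2 fold change of −1.43 that became −0.50 without library H3. *Dvl2* was at 7.10 ± 1.06 TPM (SD, n = 4) and 4.77 ± 1.40 TPM (SD, n = 4), with a log2 fold change of −0.52, or −0.32 without library H4. *Plcb2*, at 8.62 ± 1.13 and 4.22 ± 2.57 TPM (SD, n = 4 each), was below all control libraries in 3 of 4 end*Foxf1*+/- libraries, with a log2 fold change of −1.04 that became −0.63 without library H4 (exact two-sided permutation test, p = 0.0571). For *Axin2*, *Wnt4*, *Sfrp1* and *Axin1* the groups overlapped and the differences were within the spread. The log2 fold change of *Axin2* was −0.83 (exact two-sided permutation test, p = 0.286) and became −0.25 without library H3, in which *Axin2* was at 0.607 TPM, and 0.02 under array weights. That of *Wnt4* was −0.59 (exact permutation p = 0.257), or −0.27 without library H3, and that of *Sfrp1* was −0.71 (exact permutation p = 0.371), or −0.21 without control library C4, the library with 19.1 TPM. *Axin1* had a log2 fold change of −0.12 (exact permutation p = 0.6), with a direction that turned under quantile normalization (0.02), under scaling by the median ratio (0.07) and without library H4 (0.03). The value was −0.31 without library H3, and −0.38 over the 3 libraries per group used in Fig. 6A. Over these, every end*Foxf1*+/- library was below every control library (exact two-sided permutation test, p = 0.1, the smallest for 3 against 3). *Lef1*, on chromosome 3 from 131110471 to 131224356, was higher in each end*Foxf1*+/- library than in every control library, at 2.17 ± 0.427 TPM (SD, n = 4) in control and 2.97 ± 0.211 TPM (SD, n = 4) in end*Foxf1*+/- TECs (log2 fold change 0.33, exact two-sided permutation test, p = 0.0286). *Sfrp2* was left out of the test by the minimum TPM, and averaged 0.831 ± 0.818 and 0.418 ± 0.411 TPM (SD, n = 4 each; exact two-sided permutation test, p = 0.457). Adjusted over the list alone, 1 gene passed, *Nkd2* (adjusted p = 0.0470 from limma), against 0 over all genes tested. Relative to the endothelial markers, the mean of the 9 tested genes differed by 0.26 between the groups, and by −0.37 without library H3 (exact two-sided permutation test over all 8 libraries, p = 1). The genes moved apart, with *Nkd2* lower by a difference of −1.07 relative to these markers (exact two-sided permutation test, p = 0.0286) and *Lef1* higher by 1.68 (exact two-sided permutation test, p = 0.0857). Over the 3 libraries per group used in Fig. 6A these differences were −1.24 for *Nkd2* and 0.80 for *Lef1*. Much of the value of *Lef1* came from the markers, whose mean log2 TPM was 8.67 in control and 7.47 in end*Foxf1*+/- TECs. Relative to them *Actb* also differed, by 1.32 over all libraries and by 0.47 over those of Fig. 6A. Together with reduced nuclear β-CATENIN staining and with qRT-PCR of *Axin2*, *Axin1* and *Lef1*, the paper concludes from the lower transcripts that FOXF1 deficiency is associated with decreased Wnt/β-catenin signaling.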

Since Wnt/β-catenin signaling regulates vascular normalization in mouse glioma models (Reis et al, 2012), we examined nuclear localization of β-CATENIN in TECs. In control mice, nuclear β-CATENIN was detected in both TECs and tumor cells as shown by immunostaining for β-CATENIN and CD31 (Fig. 4B). In contrast, nuclear β-CATENIN was decreased in TECs of end*Foxf1*^+/−^ mice (Fig. 4B,C). Consistent with decreased Wnt/β-catenin signaling pathway, *Axin2*, *Axin1* and *Lef1* mRNAs, known downstream targets of the Wnt/β-catenin pathway (Jho et al, 2002), were reduced in endothelial cells isolated from end*Foxf1*^+/−^ tumors (Fig. 4D). In human pulmonary arterial endothelial cells (HPAEC), the efficient shRNA-mediated inhibition of *FOXF1* decreased *LEF1* mRNA (Fig. 4F) but increased growth of spheroids formed by human H-441 lung adenocarcinoma cells and FOXF1-deficient HPAECs (Fig. 4E). Nuclear β-CATENIN and downstream targets of WNT/β-catenin pathway was decreased in TECs within human lung adenocarcinomas and squamous cell carcinomas (SCC) (Fig. 4G–I), coinciding with reduced FOXF1 expression in TECs (Fig. 1A–C). Thus, FOXF1 deficiency is associated with decreased Wnt/β-catenin signaling in pulmonary endothelial cells in mouse and human NSCLC tumors.

**Figure 4:**
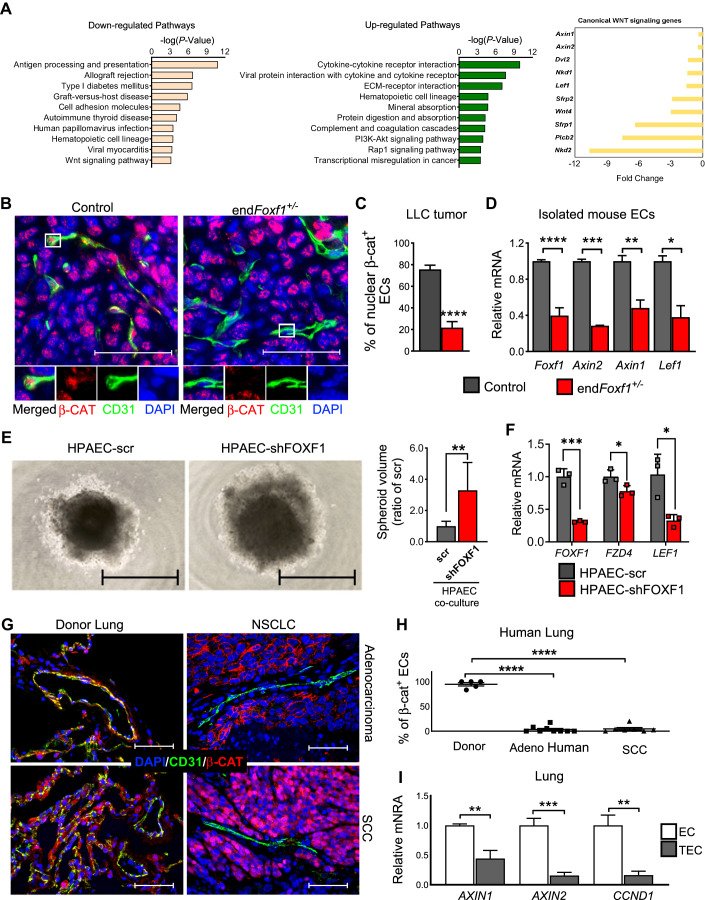
Deletion of *Foxf1* in tumor endothelial cells decreases canonical WNT signaling. (**A**) Gene Set Enrichment Analysis of RNA-seq data shows downregulated pathways, including canonical Wnt signaling in end*Foxf1* + */*− compared to control TECs (left panels). Endothelial cells isolated from microdissected end*Foxf1* + */−* and control tumors were used for RNA-seq. Reduction in gene transcripts related to canonical WNT signaling pathway is presented as fold changes between end*Foxf1* + */−* and control TECs (right panel). (**B**) Co-localization studies show decreased nuclear *β*-CATENIN (red) staining in CD31^+^ (green) endothelial cells within LLC tumors of end*Foxf1*^+/−^ mice. Scale bar = 50 μm. (**C**) Percent of *β*-CATENIN^+/^CD31^+^ double-positive cells were counted in five random fields and presented as mean ± SEM. (*N* = 5–7 mice per group). ****P  <  0.0001. (**D**) Deletion of *Foxf1* in endothelial cells decreases *Foxf1* mRNA as well as mRNAs of downstream targets of canonical WNT signaling pathway, including *Axin2, Axin1*, and *Lef1*. qRT-PCR was performed using FACS-sorted CD31^+^ /CD45^−^ endothelial cells from LLC tumors of end*Foxf1*^+/−^ and control mice. *β-actin* was used for normalization. (*N* = 2–7 per group). (*Foxf1*: ****P  <  0.0001; *Axin2*: ***P  =  0.0009; *Axin1*: **P  =  0.0085; *Lef1*: *P  =  0.0116). (**E**) The growth of human H-441 lung tumor spheroids were decreased when co-cultured with FOXF1-deficient HPAEC compared to control HPAEC. Scale bar = 1000 μm. (*N* = 9). **P  =  0.0015. (**F**) qRT-PCR shows the efficient shRNA-mediated inhibition of *FOXF1, FZD4*, and *LEF1* in human pulmonary arterial endothelial cells (HPAEC). *β-ACTIN* mRNA was used for normalization. (*N* = 3). (*FOXF1*: ***P  =  0.0005; *FZD4*: *P  =  0.0433; *LEF1*: *P  =  0.0193). (**G**) Co-localization studies show decreased *β*-CATENIN (red) staining in CD31^+^ (green) endothelial cells within human lung adenocarcinomas and SCC compared to donor lungs. Scale bar = 50 μm. (**H**) Percent of *β*-CATENIN^+^/CD31^+^ double-positive cells were counted in five random fields and presented as mean ± SEM. (*N* = 5–9 per group). Scale bar = 50 μm. ****P  <  0.0001. (**I**) Downstream targets of canonical WNT signaling, including *AXIN2, AXIN1*, and *CCND1*, are decreased in TEC isolated from NSCLC patients compared to EC isolated from human donor lungs. *β-actin* mRNA was used for normalization. (*N* = 3–5 per group). (*AXIN1*: **P  =  0.0052; *AXIN2*: ***P  =  0.0009; *CCND1*: **P  =  0.0017). Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using Benjamini-corrected *P* value (**A**), the two-tailed unpaired-sample Student *t* test (**C**, **D**, **E**, **F**, **I**), or one-way ANOVA followed by Tukey’s post hoc test (**H**). Source data are available online for this figure.

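The source data of the right panel list a partly different set of 10 genes, 4 of which (*Nkd2*, *Sfrp1*, *Axin1* and *Axin2*) are also named in the text. In the deposited TPM, *Stk4* was at 85.0 ± 12.7 TPM (SD, n = 4 libraries) in control TECs and 48.6 ± 24.1 TPM (SD, n = 4) in end*Foxf1*+/- TECs, with 3 of 4 end*Foxf1*+/- libraries below all control libraries (log2 fold change −0.92, exact two-sided permutation test, p = 0.0571). *Lrp4* was at 20.2 ± 4.09 and 12.3 ± 7.55 TPM (SD, n = 4 each), a log2 fold change of −0.99 that became −0.32 without library H3 (exact two-sided permutation test, p = 0.114). *Dkk3* was at 2.51 ± 0.563 and 1.36 ± 0.946 TPM (SD, n = 4 each; log2 fold change −0.65, exact two-sided permutation test, p = 0.114). The remaining 3 genes did not differ by more than the spread and had no stable direction. *Gpc3* had a log2 fold change of 0.35, or −0.13 without library H4, where it was at 7.22 TPM. *Fzd1* had a log2 fold change of 0.09, or −0.15 without library H4 and −0.0366 without library C2. *Fgfr2* had a log2 fold change of −0.61, or 0.21 without library H3. Adjusted over the list alone, 0 of the 10 genes passed (smallest adjusted p = 0.0522 from limma), and 2 had an unadjusted p under 0.05. In the 3 libraries per group used in Fig. 6A, 1 gene passed (smallest adjusted p = 0.0479 from limma).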

### Endothelial-specific expression of FOXF1 prevents lung tumor progression in vivo

As depletion of *Foxf1* in endothelial cells accelerated cancer progression in orthotopic and urethane-induced lung cancer models (Fig. 2), we next tested whether increasing the *Foxf1* expression in ECs would prevent lung tumor progression and metastasis. We generated triple transgenic mice (*Pdgfb-CreER*^*tg/+*^*;* LSL-rtTA^tg/+^; TetO-*Foxf1*^*tg/+*^) with conditional expression of *Foxf1* in endothelial cells, abbreviated here as end*Foxf1*^OE^ (Fig. EV3A). After treatment with tamoxifen, rtTA is expressed in endothelial cells. After treatment with doxycycline, rtTA-mediated activation of TetO promoter causes an increase in *Foxf1* expression (Fig. EV3A,B). Altogether, treatment with tamoxifen+doxycycline increases FOXF1 expression, specifically in endothelium. Endothelial cells isolated from lungs of tamoxifen+doxycycline-treated end*Foxf1*^OE^ mice exhibited increased *Foxf1* mRNA when compared to single transgenic controls (Fig. EV3F). The end*Foxf1*^OE^ mice had no visible phenotype with normal lung architecture (Fig. EV3C), and the expression of endothelial and pericyte markers was normal (Fig. EV3D,E). LLC tumor cells were inoculated into lungs of control and end*Foxf1*^OE^ mice. At 28 days after inoculation, tumors in the end*Foxf1*^OE^ mice were smaller (Fig. 5A–C) and the incidence of mediastinal metastasis decreased (Fig. 5D). FOXF1 immunostaining and *Foxf1* mRNA were increased in TECs from end*Foxf1*^OE^ tumors (Fig. 5E,F). Increased pericyte coverage and improved basement membrane were evident in end*Foxf1*^OE^ tumor vessels as shown by co-localization of CD31 with either NG2 or Collagen IV (Fig. 5F–H). The percentage of endothelial cells with nuclear β-CATENIN was increased in lung tumors of end*Foxf1*^+/−^ mice (Fig. 5I), coinciding with increased *Axin2* mRNAs in flow-sorted endothelial cells (Fig. 5F). Altogether, increased expression of FOXF1 in endothelial cells stimulates canonical WNT/*β*-catenin signaling, stabilizing tumor-associated blood vessels, and decreasing lung tumor growth and metastasis.

**Figure 5:**
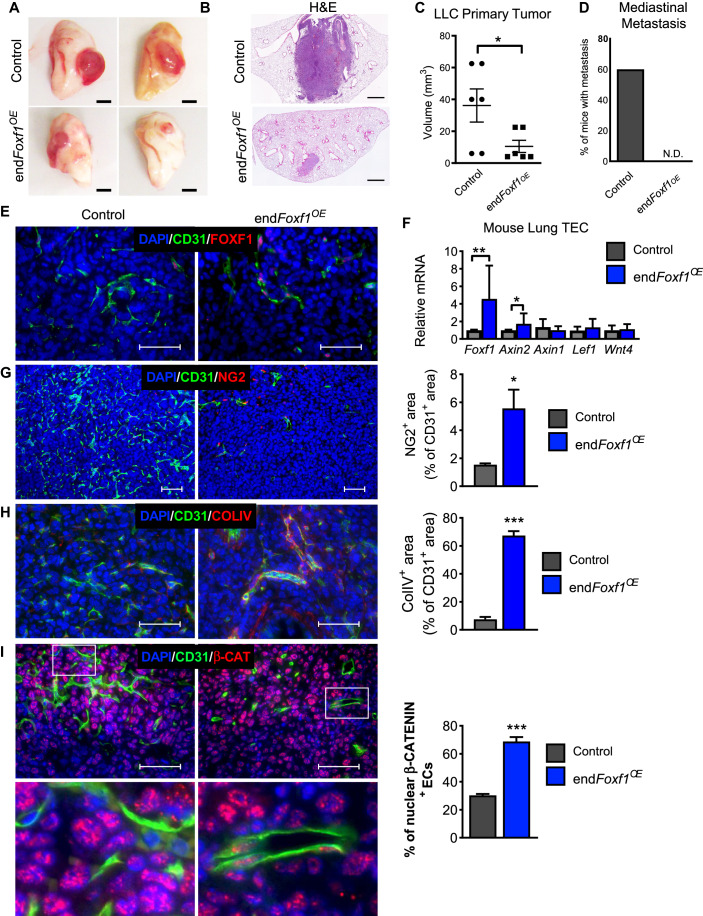
Endothelial-specific overexpression of FOXF1 inhibits lung cancer growth and metastases. (**A**) Overexpression of FOXF1 in endothelial cells (end*Foxf1*^OE^) decreases primary lung tumor growth in LLC orthotopic mouse model. Scale bar = 0.2 cm. (**B**) H&E staining shows smaller LLC tumors in end*Foxf1*^OE^ lungs compared to controls. Scale bar = 500 μm. (**C**, **D**) Overexpression of FOXF1 decreases lung tumor volume and frequency of mediastinal lymph node metastasis in end*Foxf1*^OE^ mice. (*N* = 6 mice per group). (**C**: **P  =  0.0428) (**E**) FOXF1 protein (red) is expressed in CD31^+^ (green) endothelial cells within end*Foxf1*^OE^ lung tumors but not within control lung tumors. (**F**) *Foxf1* and *Axin2* mRNAs are increased in CD31^+^ /CD45^−^ TECs isolated from end*Foxf1*^OE^ tumors compared to TECs from control tumors as shown by qRT-PCR. *β-actin* mRNA was used for normalization. (*N* = 5–12 per group). (*Foxf1*: **P  =  0.0039; *Axin2*: *P  =  0.0488). (**G**) Blood vessels in end*Foxf1*^OE^ tumors have increased pericyte coverage as shown by co-localization of CD31 (green) with NG2 (red). The percentage of positive area was counted in five random fields and presented as mean ± SEM. (*N* = 3 mice per group). Scale bar = 50 μm. *P  =  0.041. (**H**) Blood vessels in end*Foxf1*^OE^ tumors have improved basement membrane as shown by increased co-localization of CD31 (green) with Collagen IV (red). The percentage of positive area was counted in five random fields and presented as mean ± SEM. (*N* = 3 mice per group). Scale bar = 50 μm. ****P  <  0.0001. (**I**) The number of endothelial cells (green) with nuclear *β*-CATENIN (red) is increased in lung tumors of end*Foxf1*^+/−^ mice. Percent of *β*-CATENIN^+/^CD31^+^ double-positive cells were counted in five random fields and presented as mean ± SEM. (*N* = 3 mice per group). Scale bar = 50 μm. ***P  =  0.0003. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using the two-tailed unpaired-sample Studen*t t* test (**C**, **F**, **G**, **H**, **I**). Source data are available online for this figure.

**Figure EV3:**
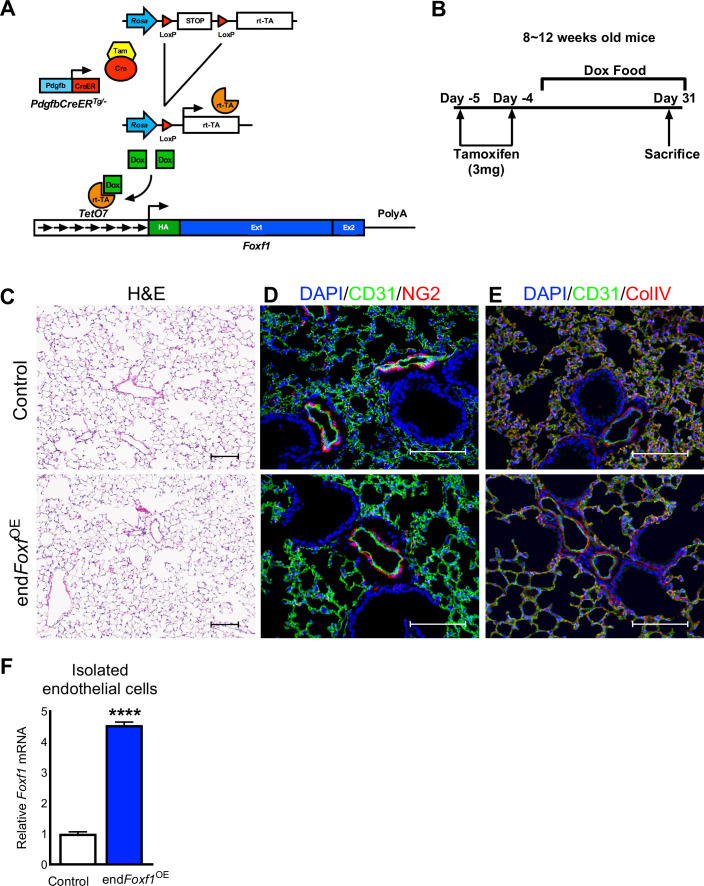
Overexpression of FOXF1 in endothelial cells does not affect lung architecture. (**A**) Schematic representation shows breeding strategy for overexpression of FOXF1 in endothelial cells (end*Foxf1*^OE^). (**B**) Schematic representation of tamoxifen and doxycycline treatment to overexpress FOXF1 in endothelial cells. (**C**) H&E staining shows no morphological differences between tamoxifen+doxycycline-treated control and end*Foxf1*^OE^ mouse lungs at 31 days after the treatment. Scale bar = 50 μm. (**D**) No difference in pericyte coverage of blood vessels in control and end*Foxf1*^OE^ lungs is shown by co-localization of CD31 (green) with NG2 (red). (**E**) Blood vessels in end*Foxf1*^OE^ and control lungs have similar basement membrane as shown by co-localization of CD31 (green) with Collagen IV (red). (**F**) *Foxf1* mRNA is increased by ~4.5-fold in CD45^−^CD31^+^ endothelial cells FACS-sorted from tamoxifen+doxycycline-treated end*Foxf1*^OE^ mice compared to controls. *β-actin* mRNA was used for normalization. (*N* = 3 mice per group). Scale bar = 100 μm. ****P  < 0.0001. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using the two-tailed unpaired-sample Student *t* test (**F**). Source data are available online for this figure.

### FRIZZLED-4 is decreased after deletion of *Foxf1* in lung endothelial cells

To investigate molecular mechanisms by which FOXF1 regulates Wnt/β-catenin signaling in TECs, we examined the expression of Frizzled receptors. Based on the scRNA-seq analysis, the highest level of mRNA expression in all subtypes of lung endothelial cells was observed for *Fzd4* mRNA (Fig. EV4A). Approximately 20% of non-capillary ECs expressed *Fzd6*, and the expression levels of *Fzd1, Fzd2, Fzd3, Fzd5, Fzd7, Fzd8, Fzd9*, and *Fzd10* were undetectable (Fig. EV4A). 

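*Foxf1* is on the plus strand of chromosome 8 of GRCm38 from 121084386 to 121088144, and *Fzd4*, which encodes a Frizzled receptor for Wnt ligands, is on the plus strand of chromosome 7 from 89404355 to 89413134. Fig. 6A uses 3 TEC samples per group, and its source data give their normalized counts under sample names. These were tied to libraries by the ratio of *Foxf1* to *Fzd4*, in which a scaling factor of the library cancels. Of 576 assignments the best left a standard deviation of 0.0145 in the difference of this log2 ratio between counts and TPM. The next best left 0.0469. Over the 3 libraries per group found in this way, *Foxf1* was at 277 ± 59.5 TPM (SD, n = 3) in control TECs and 162 ± 50.6 TPM (SD, n = 3) in end*Foxf1*+/- TECs, a log2 difference of −0.80. *Fzd4* was at 96.8 ± 3.17 TPM (SD, n = 3) and 82.7 ± 14.3 TPM (SD, n = 3), a log2 difference of −0.24. For both genes every end*Foxf1*+/- library was below every control library, which gives p = 0.1 in an exact two-sided permutation test, the smallest p that 3 against 3 allow. For *Fzd4* the highest end*Foxf1*+/- library was at 94.5 TPM and the lowest control library at 94.7 TPM. The libraries not used in Fig. 6A were control library C3, with 296.1 TPM of *Foxf1* and 77.0 TPM of *Fzd4*, and end*Foxf1*+/- library H3, with 14.0 TPM of *Foxf1* and 6.68 TPM of *Fzd4*. The paper's statistical methods state that no samples were excluded, and give no reason specific to Fig. 6A. Over all 4 libraries per group, *Foxf1* was at 281 ± 49.5 TPM (SD, n = 4) in control and 125 ± 84.6 TPM (SD, n = 4) in end*Foxf1*+/- TECs. The log2 difference of −1.68 had every end*Foxf1*+/- library below every control library (exact two-sided permutation test, p = 0.0286, the smallest p for 4 against 4), and the adjusted p over all genes was 0.790 from limma. *Fzd4* was at 91.9 ± 10.3 TPM (SD, n = 4) and 63.7 ± 39.7 TPM (SD, n = 4), and the log2 difference of −1.02 was within the spread, with 2 of 4 end*Foxf1*+/- libraries below all control libraries (exact two-sided permutation test, p = 0.171). Library H3 set much of both values, since without it the log2 difference was −0.83 for *Foxf1* (exact two-sided permutation test, p = 0.0571) and −0.16 for *Fzd4* (exact two-sided permutation test, p = 0.371). With 1 control library left out the exact two-sided permutation test gave p = 0.0857 to 0.114 for *Foxf1*, although every end*Foxf1*+/- library stayed below every control library. The groups were then unequal in size, and splits with library H3 in the smaller group gave differences as large. The level of an endothelial transcript in these libraries may also follow their content of endothelial RNA. Relative to *Pecam1*, the gene of CD31, the log2 difference was −0.66 for *Foxf1* (exact two-sided permutation test, p = 0.0571) and −0.02 for *Fzd4* (exact two-sided permutation test, p = 0.943).

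**Figure D1:**
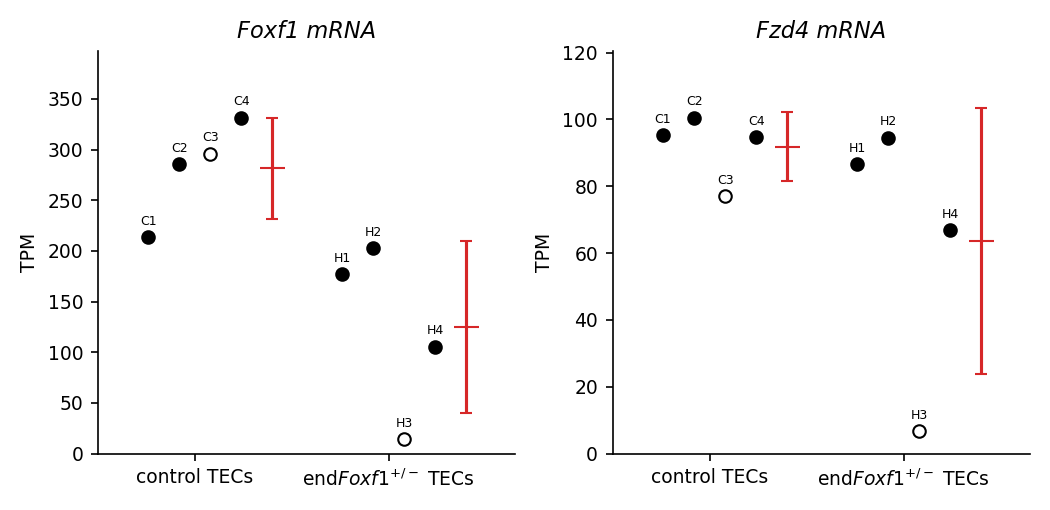
TPM of *Foxf1* (left) and *Fzd4* (right) in each control and end*Foxf1*+/- TEC library, named as in the text; filled circles are the 3 libraries per group used in Fig. 6A, open circles the libraries not used there, and the red bars give the mean ± SD of all 4 libraries of a group. Library H3 is the lowest for both genes, at 14.0 TPM of *Foxf1* and 6.68 TPM of *Fzd4*.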

Using RNA-seq analysis and qRT-PCR of FACS-sorted TECs, we found that deletion of *Foxf1* decreased *Fzd4* mRNA in TECs (Fig. 6A,B). Furthermore, reduced FZD4 staining was detected in TECs from end*Foxf1*^+/−^ mice compared to TECs from control mice and normal mouse lung (Fig. 6C). In human NSCLC, FZD4 staining in TECs was decreased compared to endothelial cells from donor’s lungs (Fig. 6D). TCGA data mining showed that NSCLC patients with higher *FZD4* expression had increased overall survival compared to patients with lower *FZD4* expression (Fig. 6E), coinciding with similar correlation between FOXF1 and patient survival (Fig. 1D). Finally, in human pulmonary arterial endothelial cells (HPAEC) in vitro, the efficient shRNA-mediated inhibition of *FOXF1* decreased *FZD4* (Fig. 4F). Altogether, inhibition of FOXF1 in endothelial cells in vivo decreases Wnt/β-catenin signaling and reduces FZD4.

**Figure 6:**
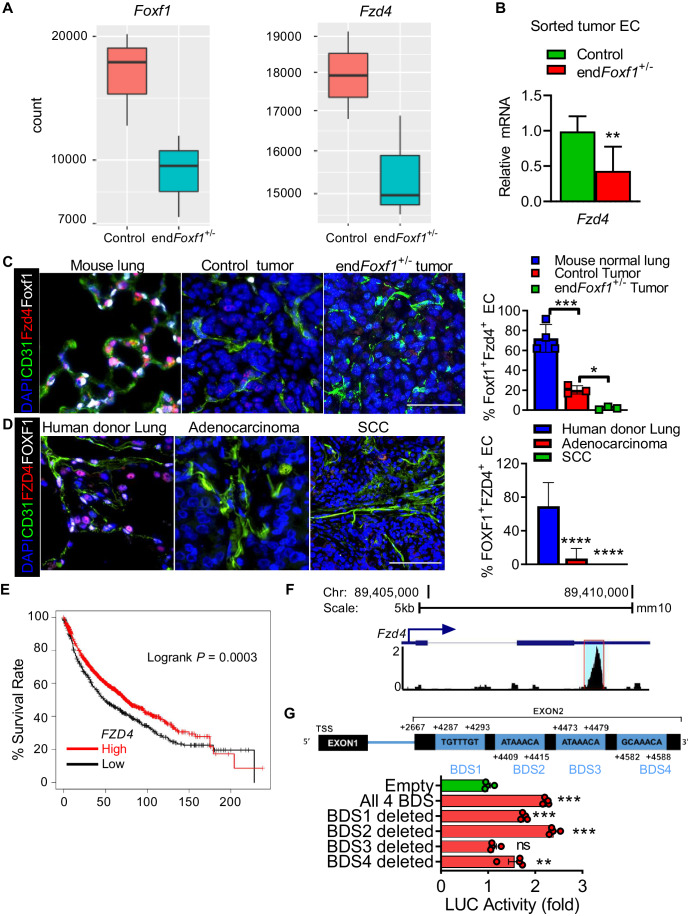
FZD4 is decreased after deletion of *Foxf1* in lung endothelial cells. (**A**) RNA-seq analysis shows decreased *Foxf1* and *Fzd4* mRNA transcripts in end*Foxf1* + */−* TECs compared to controls. (*N* = 3 per group). Boxes show median, Q1 and Q3 quartiles and whiskers up to 1.5× interquartile range. (**B**) *Fzd4* mRNA is decreased in FACS-sorted end*Foxf1* + */−* TECs compared to control TECs shown by qRT-PCR. *β-actin* mRNA was used for normalization. (*N* = 8–10 mice per group). **P  =  0.001. (**C**) Immunostaining shows that Fzd4 (red) is expressed in CD31^+^ endothelial cells (green) in normal mouse lung (left panel). Deletion of *Foxf1* decreases Fzd4 in CD31^+^ endothelial cells within LLC tumors of end*Foxf1*^+/-^ mice compared to controls. (*N* = 3–4 per group). The normal lung tissue image is the same as in Figure EV1B. Scale bar = 50 μm. ***P  =  0.0002*;* *P  =  0.0479. (**D**) Co-localization studies show decreased FZD4 (red) staining in CD31^+^ (green) endothelial cells within human lung adenocarcinomas and SCC compared to donor lungs. (*N* = 7–16 per group). Scale bar = 50 μm. ****P  <  0.0001 compared to donor lungs. (**E**) TCGA data mining show that lower *FZD4* levels predict poor overall survival in NSCLC patients. (**F**) ChIP-seq shows direct binding of FOXF1 protein to *Fzd4* promoter region in mouse MFLM-91U endothelial cells. (**G**) Schematic drawing of the pGL2-*Fzd4*-Luc construct with *Fzd4* DNA containing the FOXF1-binding sites (BDS) (top panel). In co-transfection experiments, CMV-FOXF1 expression vector increased transcriptional activity of the full-length *Fzd4* reporter compared to CMV-empty vector (bottom panel). Deletion of BDS1, 3 and 4, but not BDS2, diminished CMV-FOXF1-induced transcriptional activation of the *Fzd4* region. (*n* = 4 samples per group). ****P  <  0.0001; ****P  =  0.0001 compared to CMV-empty group. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using the two-tailed unpaired-sample Student *t* test (**B**), logrank test (**E**), or one-way ANOVA followed by Tukey’s post hoc test (**C**, **D**, **G**). Source data are available online for this figure.

**Figure EV4:**
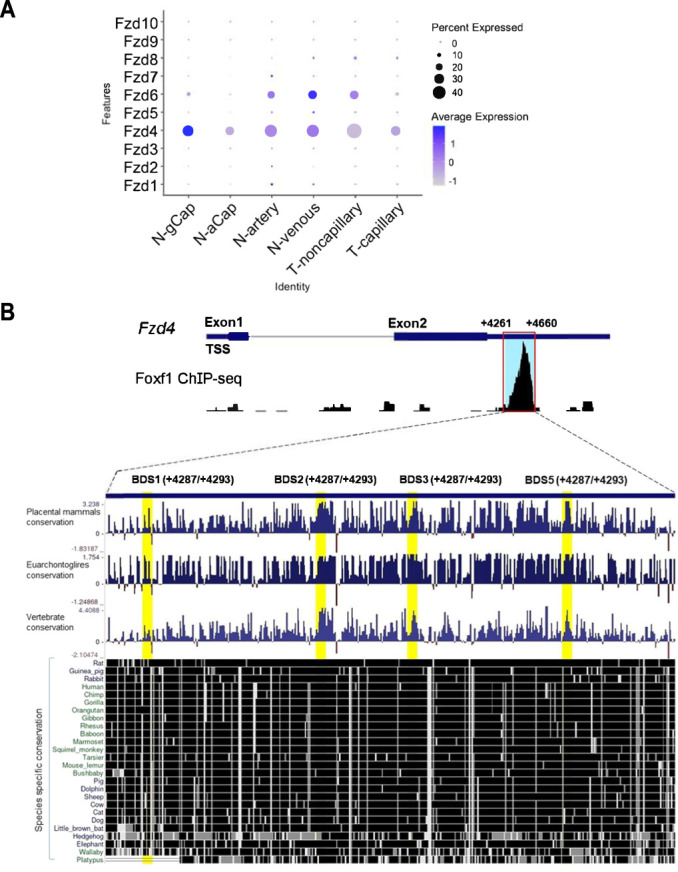
Fzd4 is a direct transcriptional target of FOXF1. (**A**) Expression of Frizzled receptor mRNAs in lung endothelial cells based on scRNA-seq analysis. (**B**) Analysis of ChIP-seq dataset from MFLM-91U endothelial cells shows FOXF1-binding picks in Fzd4 gene region located 3’ to the exon 2 of the Fzd4 coding sequence (top panel). Homology of the Fzd4 gene with FOXF1-binding sites (BDS) is shown for several mammalian species (bottom panel).

### FOXF1 directly binds to and induces the transcriptional activity of *Fzd4* promoter

We next determined whether FOXF1 directly regulates the transcription of the *Fzd4* gene. A previously published ChIP-seq dataset (Dharmadhikari et al, 2016) was used to demonstrate that FOXF1 directly bound to the DNA regulatory element located at 3’ to exon 2 of the *Fzd4* gene in mouse endothelial cells (Figs. 6F and EV4B). Within the FOXF1-binding region, several FOXF1 consensus DNA sequences were identified (Fig. EV4B). To test whether FOXF1 directly activates *Fzd4* transcription, we cloned the *Fzd4* regulatory element into the pGL2-basic luciferase (LUC) vector to generate *Fzd4*-*Luc* reporter containing 4 endogenous FOXF1-binding sites, BDS1, 2, 3, and 4 (Fig. 6G). Next, we used site-directed mutagenesis to sequentially disrupt each FOXF1-binding site and generate four mutant Fzd4-Luc constructs (Fig. 6G). The Fzd4-Luc reporter or its mutants were co-transfected with either CMV-empty or CMV-*Foxf1* expression plasmids and the transcriptional activation of *Fzd4* DNA region was tested by measuring LUC activity. Co-transfection with the CMV-*FOXF1* plasmid increased transcriptional activity of the *Fzd4* regulatory element containing all four FOXF1-binding sites (Fig. 6G). Disruption of BDS3 completely abrogated the ability of FOXF1 to stimulate Fzd4 transcriptional activity, whereas disruption of BDS1 or BDS4 had partial effects (Fig. 6G). Disruption of BDS2 had no effect. Thus, FOXF1 binds to and induces transcriptional activity of the *Fzd4* regulatory element through BDS1, 3, and 4, indicating that *Fzd4* is a direct target of FOXF1.

### Nanoparticle delivery of FZD4 into endothelial cells decreases lung tumor growth in FOXF1-deficient mice

To determine whether FOXF1 acts via FZD4, we tested whether nanoparticle delivery of *Fzd4* cDNA into endothelial cells will decrease lung tumor growth in FOXF1-deficient mice. Mouse *Fzd4* cDNA was cloned into CMV vector to generate the CMV- *Fzd4* construct. To deliver CMV- *Fzd4* plasmid to endothelial cells in vivo, we utilized the poly β-amino esters (PBAE) polymer (Kaczmarek et al, 2018; Kaczmarek et al, 2021), which forms stable nanoparticles in complex with plasmid DNA and is suitable to deliver DNA plasmids to endothelial cells in vivo (Bian et al, 2023). Fluorescently labeled PBAE nanoparticles with either CMV-*Fzd4* (nano-*Fzd4*) or CMV-Empty (nano-Empty) plasmids were delivered intravenously to tumor-bearing mice one week after implantation of LLC tumor cells (Fig. 7A). To test the safety of nanoparticles, we assessed liver and kidney functions. Mice treated with nanoparticles did not show any differences in liver and kidney metabolic panels compared to controls, including levels of total protein, Albumin, Globulins, ALP, Total Bilirubin, GGT, ALT, BUN and Creatinine (Fig. EV5A; Appendix Table S4). Also, no changes in hematologic parameters were found in the nano-Fzd4 treated group compared to the control group (Fig. EV5B; Appendix Table S5). Furthermore, no significant body weight changes were found between nano-Fzd4-treated and control groups (Fig. EV5C). Finally, the nano-Fzd4 treatment does not change the histological appearance of endothelial cells in the liver, as demonstrated by immunostaining for Pecam1 (CD31) (Fig. EV5D). Altogether, the treatment of mice with nano-Fzd4 was not toxic. Using FACS analysis of enzymatically digested lung tissue, nanoparticles were detected in ~70% of lung endothelial cells (CD31^+^/CD45^−^) (Fig. 7B). Nanoparticle-mediated targeting of epithelial (CD326^+^/CD45^−^/CD31^−^), hematopoietic/immune (CD45^+^/CD31^−^) and mesenchymal (CD31^−^/CD45^−^/CD326^−^) cells was ineffective (Fig. 7B). Treatment with nano-*Fzd4* significantly decreased lung tumor sizes in end*Foxf1*^+/−^ mice compared to nano-Empty controls (Fig. 7C,D). Decreased tumor sizes in EEV-*Fzd4*-treated mice were associated with increased number of TECs expressing *Fzd4 mRNA* (Fig. 7E) as demonstrated by RNAscope with probes specific to *Fzd4*, *Foxf1*, and *Aplnr*, the latter of which is a specific marker of general capillary cells in the lung (Gillich et al, 2020). The number of TECs expressing nuclear β-catenin protein were also increased compared to nano-Empty-treated tumor-bearing end*Foxf1*^+/−^ mice (Fig. 7F), consistent with increased Wnt/β-catenin signaling in TECs. In addition, nanoparticle delivery of *Fzd4* to endothelial cells increased protein levels of CollV, which is the major protein in lung endothelial basal membrane (Fig. 7G) and improved the expression of Claudin-5 and VE-cadherin that were impaired in TECs (Appendix Fig. S3). Altogether, nanoparticle delivery of *Fzd4* cDNA into endothelial cells of tumor-bearing end*Foxf1*^+/−^ mice restored Fzd4 expression, increased nuclear β-catenin, improved endothelial basal membrane, and inhibited lung tumor growth. Thus, FOXF1 stimulates Wnt/β-catenin signaling in endothelial cells through FZD4. Nanoparticle delivery of Fzd4 into TECs can be a therapeutic approach to inhibit lung tumor growth.

**Figure 7:**
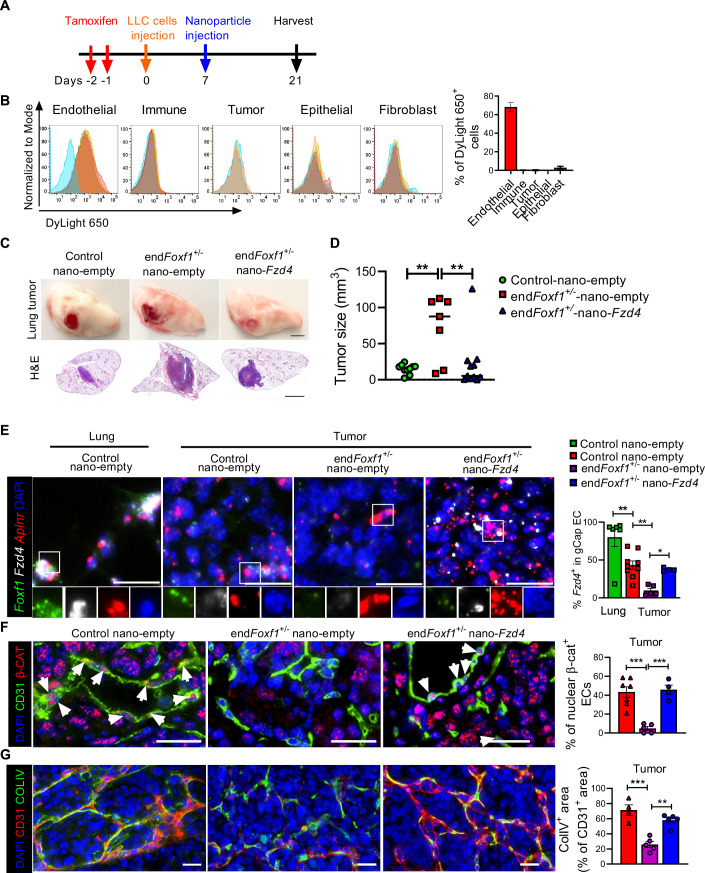
FOXF1 regulates WNT signaling in endothelial cells through the FZD4 receptor. (**A**) Schematic diagram of nanoparticle delivery. Fluorescently labeled nanoparticles (DyLight 650^+^) were delivered I.V. to tumor-bearing control and end*Foxf1* + */−* mice at day 7 after LLC tumor cells inoculation and the presence of nanoparticles was detected two weeks after nanoparticle treatment. (**B**) Using microdissected lung tumors from control mice, flow cytometry analysis shows the presence of PBAE nanoparticles in endothelial (CD31^+^/CD45^−^) cells, but not in hematopoietic/immune cells (CD45^+^/CD31^-^), epithelial cells (CD326^+^) or fibroblasts (CD326^−^/CD45^−^/CD31^−^). (*n* = 3–4 mice per group). (**C**, **D**) Nanoparticle delivery of the *Fzd4* vector (nano-Fzd4) to endothelial cells decreases lung tumor sizes in end*Foxf1* + */-* mice compared to treatment with nanoparticles containing CMV-empty vector (nano-Empty). (*N* = 7–11 mice per group). Scale bar (top) = 0.2 cm. Scale bar (bottom) = 900 μm. (Control compared to end*Foxf1* + */*− nano-Empty: **P  = 0.0035; end*Foxf1* + */−* nano-Empty compared to nano-Fzd4: **P  =  0.008). (**E**) An increased number of *Fzd4*-positive endothelial cells in lungs of Nano-*Fzd4* treated mice is shown using RNAscope (*N* = 4–9 mice per group). Endothelial cells were visualized using *Aplnr* mRNA. Data presented as mean ± SEM. *P < 0.05. Scale bar = 20 μm. (Lung Control compared to Tumor Control: **P  = 0.0013; Tumor Control compared to Tumor end*Foxf1* + */−* nano-Empty: **P  = 0.0044; Tumor end*Foxf1* + */−* nano-Empty compared to nano-Fzd4: *P  =  0.0394). (**F**) Co-localization studies show increased nuclear *β*-CATENIN (red) staining in CD31^+^ (green) endothelial cells within LLC tumors of end*Foxf1*^+/−^ mice treated with nano-*Fzd4* compared to nano-Empty groups. (Arrows: double-positive cells; *N* = 4-7 mice per group). Scale bar = 20 μm. Tumor Control compared to Tumor end*Foxf1* + */−* nano-Empty: ***P  = 0.0002; Tumor end*Foxf1* + */*− nano-Empty compared to nano-Fzd4: ***P  =  0.0003). (**G**) Treatment of end*Foxf1*^+/−^ mice with nano-*Fzd4* increases the basement membrane coverage in tumor vessels, shown by increased Collagen IV immunostaining (red) and increased percentage of ColIV+ area relative to CD31+ area (green). The percentage of positive area was counted in five random fields and presented as mean ± SEM. (*N* = 4–5 mice per group). Scale bar = 20 μm. Tumor Control compared to Tumor end*Foxf1* + */*− nano-Empty: ***P  = 0.0002; Tumor end*Foxf1* + */−* nano-Empty compared to nano-Fzd4: **P  =  0.0012). Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. Statistical analysis was performed using the one-way ANOVA followed by Tukey’s post hoc test (**D**–**G**). Source data are available online for this figure.

**Figure EV5:**
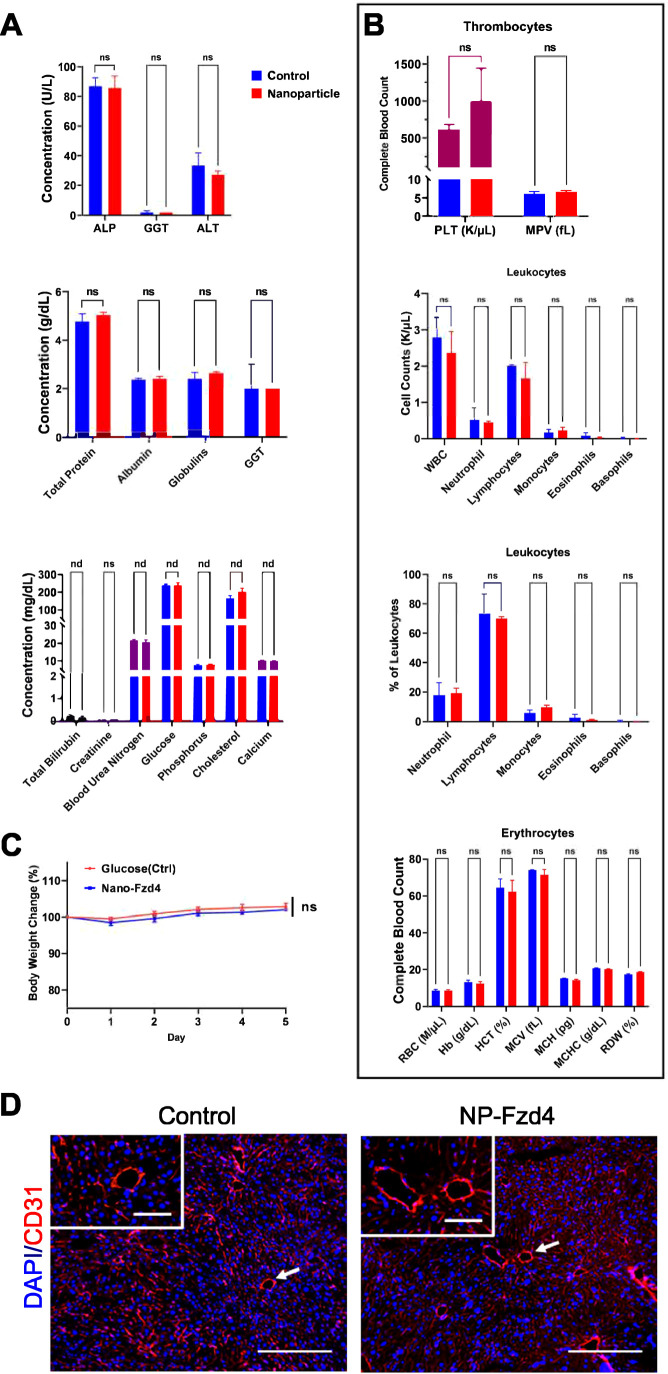
Treatment with intravenously injected PBAE nanoparticles carrying CMV- *Fzd4* (nano-Fzd4) is not toxic. (**A**) Normal liver functions: No differences were found in the concentrations of total protein, Albumin, Globulins, ALP, Total Bilirubin, GGT, and ALT in peripheral blood serum of mice treated with nano-Fzd4 compared to control mice treated with glucose. *N* = 5 mice per group. (**B**) Normal kidney functions: No differences in BUN and Creatinine levels were found in the nano-Fzd4 treated group compared to the control group. *N* = 5 mice per group. (**C**) No changes in hematologic parameters compared to the control group. *N* = 5 mice per group. (**D**) Nano-Fzd4 treatment does not change the histological appearance of endothelial cells in the liver shown with immunostaining for Pecam1 (CD31). Arrows indicated blood vessels. *N* = 2–3 mice per group. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SEM. ns: not significant, as determined using two-tailed unpaired-sample Student *t* test (**A**–**C**). Source data are available online for this figure.

## Discussion

Lung cancer is the leading cause of cancer-related mortality worldwide. Despite the promise of antiangiogenic therapies in animal models of cancer, their success has been limited in clinical trials to treat advanced NSCLC. Bevacizumab is a humanized anti-VEGF monoclonal antibody that binds to soluble VEGF and prevents the activation of VEGFR2 receptor (Presta et al, 1997). The combination therapy of bevacizumab with carboplatin and paclitaxel showed only modest improvement in overall survival and was associated with significant toxicities (Soria et al, 2013). Therefore, additional approaches targeting tumor-associated vasculature are needed for NSCLC therapies.

This study supports the concept that increasing expression of FOXF1 or its downstream target FZD4 in tumor endothelial cells, either pharmacologically or via gene therapy, can be considered for NSCLC treatment. FOXF1 is a transcription factor expressed in pulmonary endothelial cells, which has been extensively studied in embryonic and postnatal lung development (Kalinichenko et al, 2001b). FOXF1 is required for formation of blood vessels by activating VEGF, PDGF-β and TIE-2 signaling pathways (Ren et al, 2014). Deletion and inactivating point mutations in *FOXF1* gene locus are associated with Alveolar Capillary Dysplasia with Misalignment of Pulmonary Veins (ACDMPV), a congenital pulmonary disorder characterized by the loss of pulmonary capillaries and respiratory insufficiency in neonates and infants (Dharmadhikari et al, 2015). FOXF1 stimulates lung repair and regeneration in adult mice by regulating genes critical for extracellular matrix remodeling, inflammation, and endothelial barrier function (Bolte et al, 2017; Cai et al, 2016; Kalin et al, 2008). Consistent with these studies, we found that FOXF1 stabilizes blood vessels inside the NSCLC tumors, which can be utilized to enhance delivery of chemotherapeutic agents or immune checkpoint inhibitors in NSCLC therapy. In addition to its vessel-stabilizing property, FOXF1 was implicated in embryonic angiogenesis (Pradhan et al, 2019; Ren et al, 2014; Sturtzel et al, 2018; Sun et al, 2021), anti-fibrotic effects in lung fibroblasts (Black et al, 2018), supporting lung regeneration after pneumonectomy (Bolte et al, 2017; Cai et al, 2016), and engraftment of endothelial progenitor cells after cell therapy (Kolesnichenko et al, 2023; Wang et al, 2021). Furthermore, FOXF1 was found to be required for oncogenic potential of tumor cells in rhabdomyosarcomas (Milewski et al, 2017; Milewski et al, 2021) and gastrointestinal stromal tumors (Ran et al, 2018). These published studies demonstrate that FOXF1 plays divers roles in different diseases by regulating multiple downstream signaling pathways in cell-specific manner reviewed in (Bolte et al, 2020a) and (Bolte et al, 2018). While therapeutic targeting of FOXF1 can be achieved using either gene therapy (Bolte et al, 2020b) or TanFe small molecule compound (Pradhan et al, 2023), further understanding of cell- and context-dependent functions of FOXF1 is needed for future considerations of FOXF1-directed therapies.

Tumor blood vessels are characterized by poor perfusion, causing hypoxia and acidosis within the tumors (Semenza, 2013). Hypoxia increases tumor growth and prevents infiltration of anti-tumor cytotoxic T cells (Jayaprakash et al, 2018). Inhibition of tumor hypoxia decreases tumor growth and metastasis by increasing infiltration of CD8 T cells (Hatfield et al, 2015). Consistent with previous studies, we found that FOXF1-deficient endothelial cells form leaky tumor vasculature with abnormal basement membrane lacking ColIV, leading to hypoxia in the lung tumor. Our data suggests that FOXF1 expression in endothelial cells is required for vascular normalization and that increasing FOXF1 in TECs can potentially improve anti-tumor inflammatory responses and drug deliveries. Interestingly, we have observed elevated endothelial cell numbers in FoxF1-deficient tumors (Fig. 3), suggesting an increased tumor angiogenesis. This contrasts with diminished angiogenesis in FoxF1-deficient embryonic and neonatal lungs (Pradhan et al, 2019; Ren et al, 2014; Sturtzel et al, 2018; Sun et al, 2021). One explanation is that FOXF1 regulates angiogenesis differently in normal embryonic/neonatal lung tissue compared to lung tumor tissue. This is consistent with the different gene expression profiles in normal ECs (NEC) vs tumor-associated ECs (TEC) as reported in the present manuscript. Published studies demonstrate that FOXF1 can function as a pioneer transcription factor to remodel chromatin and make it accessible for other transcription factors to regulate gene expression (Ran et al, 2018). Therefore, it is possible that FOXF1-regulated chromatin remodeling can lead to either stimulation or inhibition of angiogenesis depending on other transcription factors that differentially expressed in normal and cancer lung tissues.

Canonical Wnt/β-catenin signaling plays a crucial role in endothelial cell proliferation, migration, and survival by activating Frizzled receptors. Activation or inhibition of β-catenin in endothelial cells causes embryonic lethality due to disruption of Wnt/β-catenin signaling and abnormal vessel adherens junctions (Haegel et al, 1995; Rudloff and Kemler, 2012). Activation of Wnt/β-catenin signaling in endothelial cells stabilizes postnatal retinal blood vessels (Birdsey et al, 2015), and improves stability of blood vessels in Erg-deficient mice (Birdsey et al, 2015). Interestingly, activation of Wnt/β-catenin signaling in endothelial cells inhibits glioma angiogenesis and normalizes tumor blood vessels through the recruitment of pericytes (Reis et al, 2012). Our studies support the concept that FOXF1 regulates vascular normalization within the lung tumor, at least in part, through transcriptional activation FZD4. In addition to its role in tumor vasculature, Wnt/β catenin signaling regulates stromal and tumor cells to promote carcinogenesis (reviewed in (Nusse and Clevers, 2017)). Furthermore, FOXF1 was implicated in the regulation of Wnt/β catenin signaling in fibroblasts and osteoblasts (Reza et al, 2023; Shen et al, 2020). Therefore, it is possible that targeting of endothelial-FOXF1-FZD4-Wnt//β catenin axis can be insufficient to effectively repress tumor growth. The use of multiple therapeutic agents simultaneously inhibiting tumor cells and cells of tumor microenvironment may be needed to supplement the endothelial-specific nanoparticle FZD4 therapy for NSCLC.

In summary, FOXF1 is decreased in tumor-associated endothelial cells in human and mouse NSCLC. Endothelial cell-specific deletion of *Foxf1* stimulates lung cancer growth and metastasis, whereas FOXF1 overexpression in endothelial cells inhibits lung tumorigenesis. FOXF1 induces Wnt/β-catenin signaling in endothelial cells through transcriptional activation of FZD4. FOXF1 regulates pericyte coverage and perfusion of tumor-associated blood vessels, supporting the use of FOXF1-activating therapies for vascular normalization in NSCLC patients.

## Methods

### Transgenic mice

*Generation of endothelial cell-specific Foxf1 heterozygous mice*: We have previously generated *Foxf1*^fl/fl^ mice (Ren et al, 2014) and bred them into the C57Bl/6 mice (The Jackson Laboratory). *Foxf1*^fl/fl^ mice were crossed with *Pdgfb-iCreER*^*tg/-*^ transgenic mice (Claxton et al, 2008) received from Dr. Marcus Fruttiger (University College London) to generate *Pdgfb-iCreER/Foxf1*^*fl/+*^ (abbreviated as end*Foxf1*^*+/−*^) mice. To delete 1 allele of *Foxf1* from endothelial cells, tamoxifen (3 mg; Sigma) was given as oral gavage to 6–8 weeks old mice. *Generation of endothelial cell-specific FOXF1 overexpression mice:* We have recently generated *TetO7-HA-mFoxf1*^*tg/+*^ mice (Bian et al, 2023). *TetO7-HA-*m*Foxf1*^tg/+^ mice were crossed with *Pdgfb-iCreER*^*tg/-*^ (Claxton et al, 2008) transgenic mice and *Rosa26-*LSL-rtTA^tg/+^ (Belteki et al, 2005) (Jackson Laboratory) to generate *Pdgfb-iCreER/Rosa26-*LSL-rtTA/*TetO7-HA*-m*Foxf1* mice. To induce FOXF1 overexpression in endothelial cells, tamoxifen (3 mg; Sigma) was given as oral gavage on 2 consecutive days to 6–8 weeks old mice, followed by maintenance of mice on doxycycline chow for the duration of the experiment. Mice were sacrificed and lungs were collected 31 days post tamoxifen administration.

### Cell lines

Mouse Lewis Lung Carcinoma (LLC; ATCC # CRL-1642) were cultured in DMEM (Invitrogen), human lung adenocarcinoma cell line NCl-H-441 (ATCC, #HTB-174) were cultured in RPMI-1640. Human Pulmonary Artery Endothelial Cells (HPAEC, Lonza #CC2530) were cultured in ECM medium (ScienCell). For stable knockdown of *FOXF1*, HPAECs were transduced with TRC lentiviral human FOXF1 shRNA (clone ID: TRCN0000013953, Horizon). GIPZ non-silencing lentiviral shRNA (Cat #: RHS4346, Horizon) was used as described (Bian et al, 2023). Cells were tested mycoplasma-negative prior to experiments.

### Three-dimensional (3D) co-culture spheroid model

In total, 50 µl of H-441 cells (6 × 10^6^ cells/ml) mixed with 50 µl of HPAEC cells (6 × 10^6^ cells/ml) and seeded to 96-well ultra-low attachment 96-well plates (Corning, cat# CLS7007). The plates were then placed in the incubator at 37 °C with 5% CO_2_, and the spheroids grew on the bottom of the wells. After 7-day incubation, images were captured by using EVOS™ XL Core Imaging System (cat#AMEX1000).

### Mouse models of lung cancer

*Orthotopic model of lung cancer*: Lung tumors were generated in mice using Lewis Lung Carcinoma (LLC) cells as previously described (Doki et al, 1999). Briefly, log-phase cell cultures of LLC cells were collected and re-suspended at a cell density of 1 × 10^4^ cells in 20 μL of 1:1 PBS: Matrigel. Six to eight weeks old mice (C57Bl/6 wild-type control, end*Foxf1*^*+/−*^, and end*Foxf1*^*OE*^) were anesthetized using isofluorane. A small incision was made on the left chest wall, subskin fat and muscles were separated from the coastal bones and using a 0.3-mL insulin syringe, 10,000 mCherry-labeled LLC tumor cells were injected into the left lung through the intercostal space. The muscles were sutured using absorbable sutures and the skin incision was closed with a surgical skin clip. Mice were sacrificed on days 14, 21, or 28 post tumor cell inoculation. Lungs, and mediastinal lymph nodes were harvested, and tumor sizes were measured. Tumor volumes were calculated as ½ (*L* × *W* × *W*) where *L* is the largest tumor diameter and *W* is tumor diameter perpendicular to *L*. Tumor-bearing lungs were collected for histology or tumors were microdissected and CD45^−^CD31^+^ ECs were isolated by flow cytometry. RNA was extracted from sorted ECs for qRT-PCR or RNA-seq analysis. *Urethane-induced lung carcinogenesis*: Carcinogen-induced lung tumors were generated as previously described (Miller et al, 2003). Briefly, 6–8 weeks old mice were injected with urethane (25 mg; Sigma) intra-peritoneally once a week for 10 weeks and administered tamoxifen (3 mg; Sigma) orally once a month for 8 months. Mice were sacrificed 32 weeks after first urethane injection. Lungs were harvested, and numbers of visible tumor nodules were counted. Tumor nodules were classified into <1 mm, ~1 mm, and >1 mm diameter.

### Patient samples

De-identified non-small cell lung cancer (NSCLC) patient paraffin-imbedded lung sections or fresh tissue samples were obtained from the University of Cincinnati Biorepository (Appendix Table S1). Utilization of de-identified human samples was reviewed and approved by the Ethics Committee of the University of Cincinnati. A single-cell suspension was prepared from fresh lung cancer patient tissue samples using enzyme cocktail (dispase, and liberase), and endothelial cells (CD45^−^CD31^+^) were sorted using magnetic beads (Miltenyi Biotec). RNA was extracted from sorted endothelial cells and subjected to qRT-PCR analysis. Lung cancer patient survival was determined using online survival analysis software (Gyorffy et al, 2013).

### Histology and immunostaining

Lung paraffin sections were used for H&E staining, and paraffin sections or frozen sections were used for immunostaining as previously described (Cai et al, 2016). The list of antibodies used for immunostaining can be found in the Appendix Table S2. For immunofluorescence imaging, secondary antibodies conjugated with Alexa Fluor 488, Alexa Fluor 594, or Alexa Fluor 647 (Invitrogen/Molecular Probes) were used as described (Cai et al, 2016). Cell nuclei were counterstained with DAPI. Images were obtained using a Zeiss AxioPlan 2 microscope. *Tumor hypoxia:* Hypoxia within tumors was detected as previously described (Cantelmo et al, 2016). Briefly, tumor-bearing mice were injected with 60 mg/kg pimonidazole hydrochloride (hypoxyprobe kit) 1 h prior to sacrifice. To detect the formation of pimonidazole adducts, paraffin sections were immunostained with Hypoxyprobe-1-Mab1 following the manufacturer’s instructions. *Tumor vessel perfusion:* A vascular perfusion assay was carried out as previously described (Cantelmo et al, 2016). Tumor-bearing mice were intravenously injected with 0.05 mg fluorescein-labeled *Lycopersicon esculentum* (Tomato) lectin (Vector Laboratories) 10 min prior to sacrifice. The perfused area was defined as lectin^+^ CD31^+^ area.

### RNA-seq and single-cell RNA-Seq data analysis

LLC tumors were microdissected from control and end*Foxf1*^+/−^ mice 21 days post tumor cell injection. Endothelial cells (CD45^−^CD31^+^) cells were sorted from the microdissected lung tumors using FACS, and RNA was extracted and sequenced. Differentially expressed genes were identified using DESeq2, and both *P* value and fold change were calculated. For molecular pathway analysis, the functional annotation clustering was performed using DAVID Bioinformatics Resources Ver.6.8. The KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis was used to produce the annotation data. Functional clusters with Benjamini-corrected P value < 0.05 were considered statistically significant. The mouse scRNA-seq (ArrayExpress: E-MTAB-7458 (Goveia et al, 2020)) raw counts were retrieved from the website (https://www.vibcancer.be/software-tools/lungTumor_ECTax), and were analyzed using the Seurat R package as previously described (Wang et al, 2022; Wang et al, 2021). Total *n* = 3841 of normal lung EC (NEC) and *n* = 10,012 of tumor-associated EC (TEC) were included in the analysis.

### qRT-PCR

FACS-sorted lung endothelial cells were used for RNA extraction. cDNA was synthesized from RNA using iScript cDNA synthesis kit and qRT-PCR was carried out using Taqman probes listed in Appendix Table S3.

### Generation of the mouse *Fzd4* reported construct and luciferase assay

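In GENCODE vM21 on GRCm38 (mm10), the build shown in Fig. 6F, mouse *Fzd4* has 2 exons on the plus strand of chromosome 7, exon 1 from 89404355 to 89404971 and exon 2 from 89407032 to 89413134, separated by an intron of 2060 bp. The coding sequence ends at 89408357, and the 3′ UTR fills the rest of exon 2, from 89408358 to 89413134. The start of exon 2 as numbered in Fig. 6G places position +1 at 89404366, the start of *Fzd4* in the RefSeq annotation. Counted from there, the cloned region +4261 to +4660 runs from 89408626 to 89409025 and lies wholly in exon 2, within the 3′ UTR. The plus strand of these 400 bases, taken from the reference transcript, has a GC content of 39.75% and reads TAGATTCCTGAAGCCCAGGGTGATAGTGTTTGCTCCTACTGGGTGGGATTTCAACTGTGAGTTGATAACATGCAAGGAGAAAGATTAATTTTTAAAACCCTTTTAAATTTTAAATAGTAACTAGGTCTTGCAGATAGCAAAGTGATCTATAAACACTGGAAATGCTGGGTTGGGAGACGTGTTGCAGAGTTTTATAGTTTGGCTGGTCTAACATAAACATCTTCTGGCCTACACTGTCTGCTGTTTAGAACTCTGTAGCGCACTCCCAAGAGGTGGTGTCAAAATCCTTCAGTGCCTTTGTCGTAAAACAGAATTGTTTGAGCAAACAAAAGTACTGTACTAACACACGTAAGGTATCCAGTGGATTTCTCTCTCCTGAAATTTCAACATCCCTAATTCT. The FOXF1-binding sites (BDS) that Fig. 6G draws in this region are 7 bases long. BDS1 is at 89408652 to 89408658, within the reference sequence AGGGTGATAGTGTTTGCTCCTACTGGG. The reference differs from the sequence printed for BDS1 in Fig. 6G by T7C, with the base of the figure first and positions counted from 1 at the 5′ end of the site. BDS2 is at 89408774 to 89408780, within AAAGTGATCTATAAACACTGGAAATGC, and BDS3 is at 89408838 to 89408844, within CTGGTCTAACATAAACATCTTCTGGCC. BDS4 is at 89408947 to 89408953, within AATTGTTTGAGCAAACAAAAGTACTGT. The bases of BDS2, BDS3 and BDS4 are those of the figure.

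**Figure D2:**
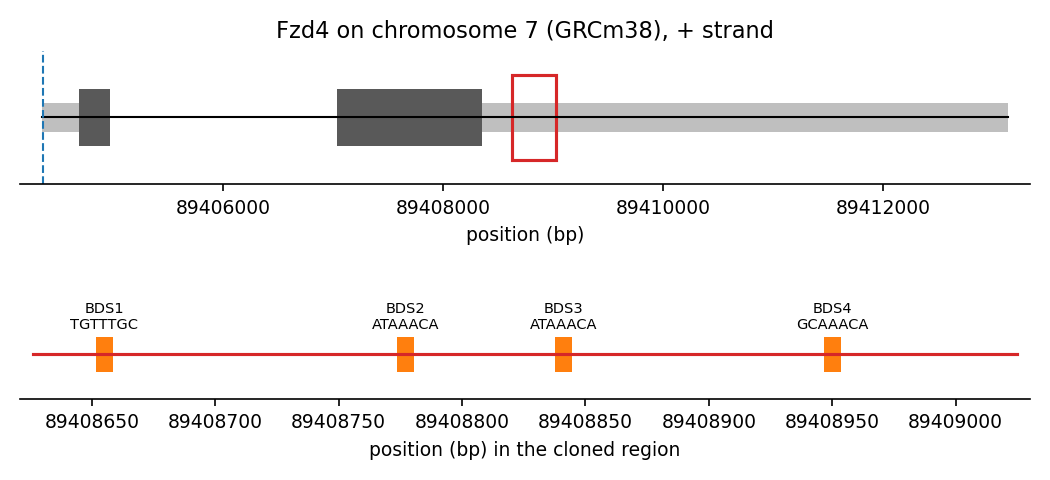
Map of mouse *Fzd4* on chromosome 7 of GRCm38, with positions in bp: light grey is untranslated exon, dark grey is coding sequence, the line is the intron, the dashed line is position +1 and the red box is the cloned region (top). The lower map spans the region from 89408626 to 89409025, with BDS1 to BDS4 in orange and their reference bases; all 4 sites lie in the 3′ UTR.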

The mouse *Fzd4* DNA regulatory region 400 bp (DNA sequence +4261 to +4660 containing four FOXF1-binding site) was cloned into luciferase plasmid. The insert was placed before minimal promoter and luciferase plasmid. Fzd4 mutant constructs were generated using site-directed mutagenesis. A dual luciferase reporter assay was performed on Hek293T cells co-transfected with luciferase reporters and either a CMV-empty or CMV-*Foxf1* overexpression plasmid.

### Nanoparticle generation and delivery of plasmid

The PBAEs were synthesized using two-step Aza-Michael addition synthesis as described (Bian et al, 2023). To label the PBAE nanoparticle, the DyLight 650 NHS ester (ThermoFisher Scientific) was mixed with the nanoparticle at a mass ratio of 1:100. *Foxf1* plasmid was generated by cloning DNA (3HA-RFP-Foxf) into the Enhanced Episomal Vectors (EEV) empty plasmid vectors (SBI). The PBAE polymer (300 µg) was used to encapsulate 40 µg of plasmid DNA (CMV-*Fzd4* or CMV-empty). Nanoparticles (250 µl) were delivered to mice via tail vein or eye vein.

### RNAscope in situ hybridization assay

Assay was performed according to a protocol developed by Advanced Cell Diagnostics (ACD), using in situ probes designed by ACD, the RNAscope Multiplex Fluorescent Reagent Kit (v.2), and Opal dyes (Akoya Biosciences, 1:500 dilution for Opal 570 and 690 dyes, 1:1000 dilution for Opal 520 dyes). Nuclei were counterstained with DAPI, and tissue sections were mounted in Prolong Gold antifade reagent (Invitrogen). Proprietary (ACD) probes used: Mouse, Mm-Foxf1(473051), Mm-Fzd4-C3(404901-C3), Mm-Aplnr-C2(436171-C2), Mm-Cdh5(312531), Mm-Cldn5-C3(491611-C3). Tissue slides were photographed with a wide-field Nikon i90 or Nikon confocal microscope and quantified using the Nikon’s NIS-Elements AR (Advanced Research, ver. 5) software.

### Statistical analysis

Statistical significance differences in measured variables between experimental and control groups were assessed by Student’s *t* test (two-tailed) or Mann–Whitney test. Multiple groups were compared using one‐way analysis of variance (ANOVA) followed by Tukey’s post hoc test. *P* values < 0.05 were considered significant. Values for all measurements were expressed as the mean ± standard deviation or as the mean ± standard error of the mean. Statistical analysis was performed, and data were graphically displayed using GraphPad Prism v.9.0 for Windows (GraphPad Software, Inc., San Diego, CA). All experiments in this study have been repeated independently with similar results more than three times. All experiments were performed randomization. All animal experiments and in vitro studies were performed and analyzed in a blinded manner. All samples were used for analysis and there were no inclusion/exclusion criteria.

### Ethical statement

The Institutional Review Board of the Cincinnati Children’s Hospital Medical Center (Federalwide Assurance #00002988) approved all the studies with human tissue samples (IRB protocol #2017-4321). Human lung tissue specimens were obtained from tissue repository at the University of Cincinnati Medical Center that provides de-identified human biospecimen procurement and banking services in support of basic, translational, and clinical research. All patients signed informed consent prior to tissues collection. All animal studies were approved by the Cincinnati Children’s Research Foundation Institutional Animal Care and Use Committee and covered under our animal protocol (IACUC2016-0070). The Cincinnati Children’s Research Foundation Institutional Animal Care and Use Committee is an AAALAC and NIH-accredited institution (NIH Insurance #8310801). All mice were kept under SPF (specific-pathogen-free) conditions in 12/12 light/dark cycle, 18–23 °C, and 40–60% humidity. Both males and females were used for studies. The experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health Services Belmont Report.

### Graphics

Synopsis image graphics were created with BioRender.com.

## Supplementary information

Appendix

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

EV and Appendix Figure Source Data

Peer Review File

Expanded View Figures

## Data Availability

The RNA-seq data uploaded to GEO database can be accessed at GSE255969.

# Supplementary material for: FOXF1 promotes tumor vessel normalization and prevents lung cancer progression through FZD4
**Source:** EMBO Mol Med. 2024 Apr 8;16(5):3. doi: 10.1038/s44321-024-00064-8
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### FOXF1 Promotes Tumor Vessel Normalization and Prevents Lung Cancer Progression through FZD4

#### Table of contents

|                                                                                                                    |    |
|--------------------------------------------------------------------------------------------------------------------|----|
| Appendix Figure S1. Increased proliferation of tumors cells in end <i>Foxf1</i> <sup>+/-</sup> lungs.....          | 1  |
| Appendix Figure S2. Proliferation of end <i>Foxf1</i> <sup>+/-</sup> in LLC lung tumors.....                       | 3  |
| Appendix Figure S3. Nanoparticle delivery of Fzd4 improved the expression of Claudin-5 and VE-cadherin in TEC..... | 4  |
| Appendix Table S1. NSCLC patient samples.....                                                                      | 6  |
| Appendix Table S2. Antibodies for immunofluorescence.....                                                          | 7  |
| Appendix Table S3. Primers used in this tudy.....                                                                  | 8  |
| Appendix Table S4. Clinical chemistry of the nanoparticle treated and control mice.....                            | 9  |
| Appendix Table S5. Hematology indices of the nanoparticle treated and control mice..                               | 10 |

Appendix Figure S1

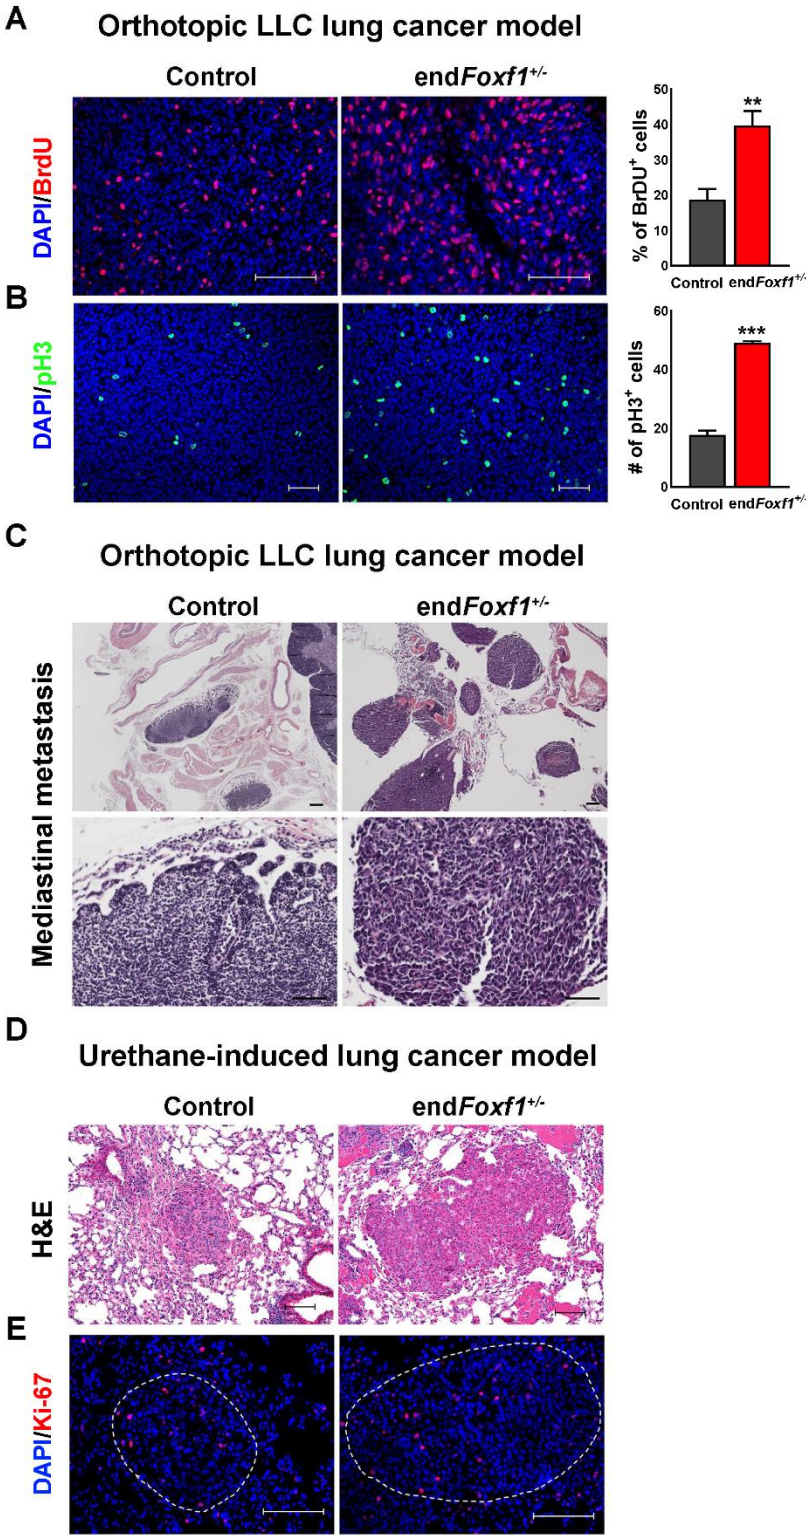

**Appendix Figure S1. Increased proliferation of tumors cells in end*Foxf1*<sup>+/-</sup> lungs. (A)**

Depletion of *Foxf1* in endothelial cells (end*Foxf1*<sup>+/-</sup> mice) increases proliferation of tumors cells in orthotopic LLC mouse models of lung cancer, shown by immunostaining for BrDU (red). Nuclei are counterstained with Hoechst 33342. Number of BrDU<sup>+</sup> cells are counted in 5 random fields and presented as mean  $\pm$  SEM. (N = 4-6 mice per group). \*\**P* = 0.0067.

**(B)** Immunostaining shows increased number of pH3-positive (green) cells within LLC tumors of end*Foxf1*<sup>+/-</sup> lungs compared to controls. Nuclei were counterstained with Hoechst 33342. Number of pH3<sup>+</sup> cells were counted in 5 random fields and presented as mean  $\pm$  SEM. (N = 3 mice per group). \*\*\**P* < 0.001. **(C)** H&E stained images of mediastinal lymph node metastases found in control and end*Foxf1*<sup>+/-</sup> mice. (N = 8-11 mice per group).

**(D)** Depletion of *Foxf1* in endothelial cells increases size of lung tumors in urethane-induced mouse model of lung cancer, shown using H&E staining. **(E)** Higher proliferation of tumor cells in urethane-treated end*Foxf1*<sup>+/-</sup> mice is shown by increased number of Ki-67<sup>+</sup> cells (red) as compared to control mice. Scale bars: 100 $\mu$ m. Data information: Data represent different numbers (N) of biological replicates. The data with error bars are shown as mean  $\pm$  SEM. Statistical analysis was performed using the two-tailed unpaired-sample Student *t* test. Source data are available online for this figure.

## Appendix Figure S2

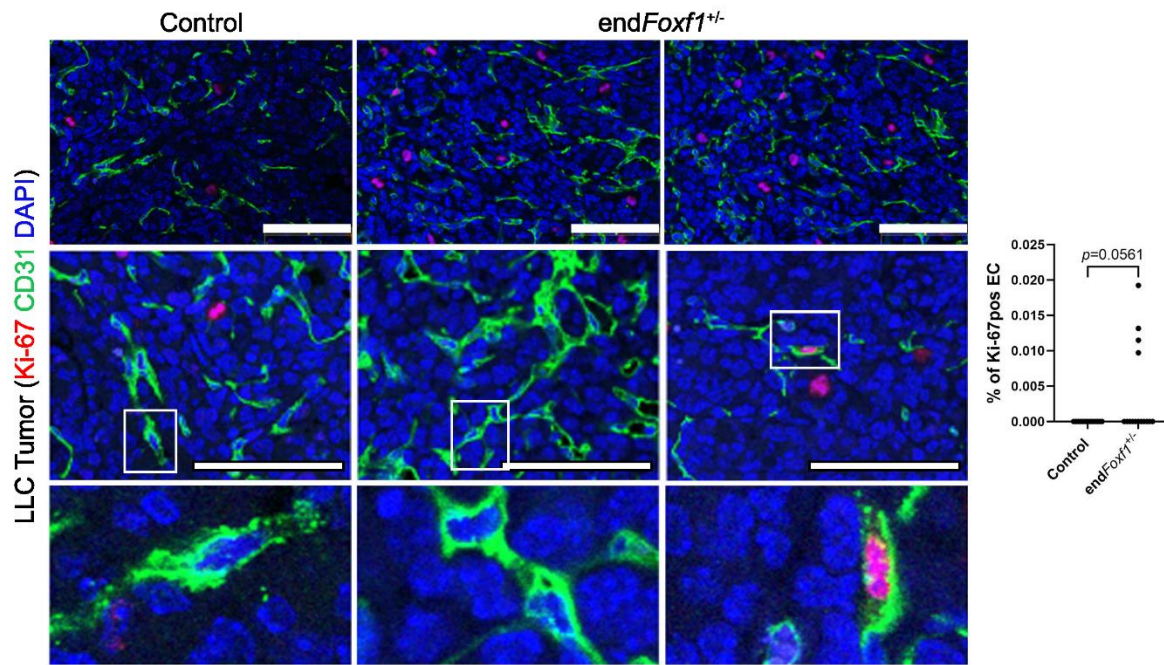

### Appendix Figure S2. Proliferation of *endFoxf1<sup>+/-</sup>* in LLC lung tumors.

Immunostaining shows no significant differences in the percentage of Ki-67-positive (red) endothelial cells (green) within LLC tumors of *endFoxf1<sup>+/-</sup>* lungs compared to controls. Nuclei were counterstained with DAPI. (N = 13-15 mice per group). Scale bar = 75 $\mu$ m.

Data information: Data represent different numbers (N) of biological replicates.

## Appendix Figure S3

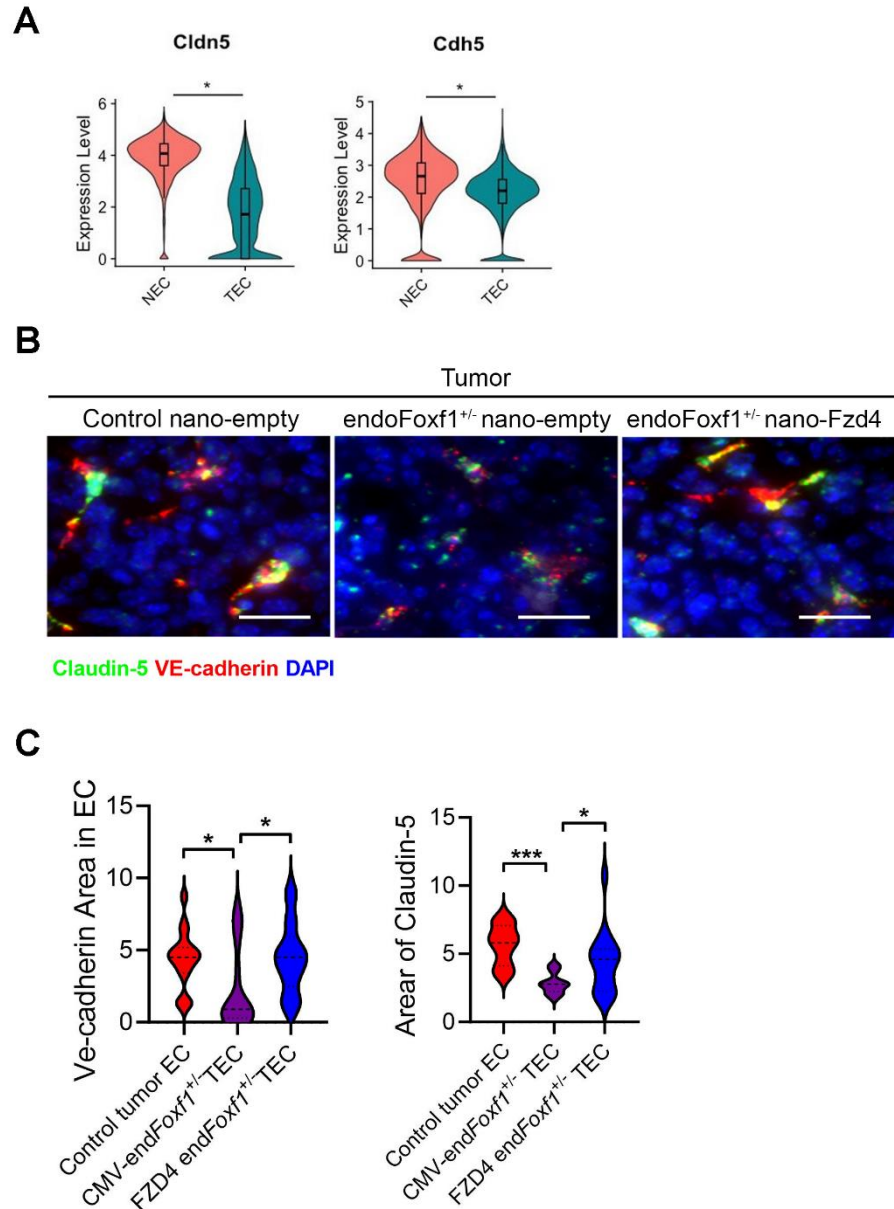

**Appendix Figure S3. Nanoparticle delivery of *Fzd4* improved the expression of Claudin-5 and VE-cadherin in TEC. (A)** Decreased *Claudin-5* and *Cdh5* mRNA levels were found in TECs compared to NECs. scRNAseq analysis was done using lung endothelial cells from scRNA-seq dataset (Goveia *et al.*, 2020). Boxplots show median,

Q1 and Q3 quartiles and whiskers up to 1.5× interquartile range. **(B)** RNAscope results showed decreased Claudin-5 (green) and VE-cadherin (red) transcripts in end*Foxf1*<sup>+/-</sup> TECs compared to control TECs (left and middle panels). Treatment with nano-Fzd4 increased Claudin-5 and VE-cadherin in end*Foxf1*<sup>+/-</sup> TECs (right panel). Nuclei were counterstained with DAPI (blue). Bar = 20µm. **(C)** Claudin-5 and VE-cadherin positive cells were counted in 5-10 random fields per tumor and presented as mean ± SD (n= 4-5 samples per group). Relative *Claudin-5* and *VE-cadherin* intensity were quantified using Nikon NIE CIC Analysis Elements software. Data information: Data represent different numbers (N) of biological replicates. The data with error bars are shown as mean ± SEM. \**P* < 0.05, \*\*\**P* < 0.001, as determined using the Wilcoxon rank-sum test **(A)**, or One-way ANOVA followed by Tukey's post hoc test **(C)**. Source data are available online for this figure.

**Appendix Table S1. NSCLC patient samples**

**Appendix Table S2. Antibodies for immunofluorescence**

| <b><u>Antibody</u></b> | <b><u>Supplier</u></b>    | <b><u>Catalog #</u></b> | <b><u>Dilution</u></b> |
|------------------------|---------------------------|-------------------------|------------------------|
| FOXF1                  | RnD Systems               | AF4798                  | 1:100                  |
| CD31                   | Abcam                     | AB28364                 | 1:200                  |
| CD31                   | RnD Systems               | AF3628                  | 1:200                  |
| SOX17                  | Seven Hills               | GP951                   | 1:200                  |
| NG2                    | Millipore                 | AB5320                  | 1:100                  |
| COL IV                 | Abcam                     | AB19808                 | 1:100                  |
| HP-1                   | HPI                       | HP1-Mab1                | 1:50                   |
| CD8                    | Thermo                    | PA5-81344               | 1:200                  |
| $\beta$ -CATENIN       | Cell Signaling Technology | CST9582                 | 1:100                  |
| FZD1                   | R&D                       | MAB11201                | 1:100                  |
| BrDU                   | DSHB                      | AB_2314035              | 1:50                   |
| pH3                    | Santa Cruz                | SC374669                | 1:200                  |
| Ki-67                  | Abcam                     | AB16667                 | 1:200                  |

**Appendix Table S3. Primers used in this study**

| <b><u>Mouse Tagman Primers for qRT-PCR</u></b>                             |                                       |
|----------------------------------------------------------------------------|---------------------------------------|
| <i>Actb</i>                                                                | Mm00607939_s1                         |
| <i>Foxf1</i>                                                               | Mm00487497_m1                         |
| <i>Axin2</i>                                                               | Mm01265783_m1                         |
| <i>Fzd4</i>                                                                | Mm00433382_m1                         |
| <i>Axin1</i>                                                               | Mm01299062_g1                         |
| <i>Ccnd1</i>                                                               | Mm00432359_m1                         |
| <i>Pecam1</i>                                                              | Mm01242576_m1                         |
| <i>Lef1</i>                                                                | Mm00550265_m1                         |
| <b><u>Human Tagman Primers for qRT-PCR</u></b>                             |                                       |
| <i>FOXF1</i>                                                               | Hs00230962_m1                         |
| <i>ACTB</i>                                                                | Hs99999903_m1                         |
| <i>FZD1</i>                                                                | Hs00268943_s1                         |
| <i>AXIN1</i>                                                               | Hs00394718_m1                         |
| <i>AXIN2</i>                                                               | Hs00610344_m1                         |
| <i>CCND1</i>                                                               | Hs00277039_m1                         |
| <i>LEF1</i>                                                                | Hs00212390_m1                         |
| <b><u>Genotyping primers for <i>TetO7-HA-mFoxf1</i><sup>tg/+</sup></u></b> |                                       |
| Forward                                                                    | 5'- TTG GCT GGC AAC GTG GAC G -3'     |
| Reverse                                                                    | 5'- TCA CAT CAC ACA CGG CTT GAT G -3' |

**Appendix Table S4. Clinical chemistry of the nanoparticle treated and control mice**

| <b>Liver Function</b>  | Unit  | Control        | Nanoparticle   | <i>P</i><br>Value | Significance |
|------------------------|-------|----------------|----------------|-------------------|--------------|
| Total Protein          | g/dL  | 4.77 ± 0.26    | 5.03 ±0.09     | 0.24769           | ns           |
| Albumin                | g/dL  | 2.37 ± 0.04    | 2.40 ±0.08     | 0.64333           | ns           |
| Globulins              | g/dL  | 2.40 ± 0.22    | 2.63 ±0.05     | 0.20988           | ns           |
| ALP                    | U/L   | 87.00 ± 4.55   | 85.67 ±6.55    | 0.82464           | ns           |
| Total Bilirubin        | mg/dL | 0.23 ± 0.05    | 0.17 ±0.05     | 0.2302            | ns           |
| GGT                    | U/L   | 2.00 ± 0.812   | 2.00 ±0.00     | 1                 | ns           |
| ALT                    | U/L   | 33.33 ± 6.94   | 27.00 ±2.16    | 0.28556           | ns           |
| <b>Kidney Function</b> |       |                |                |                   |              |
| Creatinine             | mg/dL | 0.10 ± 1.00    | 0.10 ± 1.00    | 1                 | ns           |
| BUN                    | mg/dL | 21.47 ±0.54    | 20.5 ± 1.03    | 0.32165           | ns           |
| <b>Other</b>           |       |                |                |                   |              |
| Glucose                | mg/dL | 238.33 ± 5.25  | 239.33 ± 7.26  | 0.91414           | ns           |
| Phosphorus             | mg/dL | 7.63 ± 0.33    | 7.83 ± 0.34    | 0.58264           | ns           |
| Cholesterol            | mg/dL | 163.00 ± 14.76 | 201.67 ± 12.12 | 0.07593           | ns           |
| Calcium                | mg/dL | 10.10 ± 0.08   | 9.97 ± 0.09    | 0.20511           | ns           |

**Appendix Table S5. Hematology indices of the nanoparticle treated and control mice**

| <b>Leukocytes</b>   | Unit       | Control            | Nanoparticle        | <i>P</i> Value | Significance |
|---------------------|------------|--------------------|---------------------|----------------|--------------|
| WBC                 | K/ $\mu$ L | 2.79 $\pm$ 0.39    | 2.37 $\pm$ 0.41     | 0.53527993     | ns           |
| Neutrophil          | K/ $\mu$ L | 0.52 $\pm$ 0.24    | 0.45 $\pm$ 0.03     | 0.79500241     | ns           |
| Lymphocytes         | K/ $\mu$ L | 2.01 $\pm$ 0.02    | 1.66 $\pm$ 0.31     | 0.37688478     | ns           |
| Monocytes           | K/ $\mu$ L | 0.17 $\pm$ 0.06    | 0.23 $\pm$ 0.06     | 0.5527864      | ns           |
| Eosinophils         | K/ $\mu$ L | 0.08 $\pm$ 0.06    | 0.03 $\pm$ 0.01     | 0.49748109     | ns           |
| Basophils           | K/ $\mu$ L | 0.015 $\pm$ 0.015  | 0.005 $\pm$ 0.005   | 0.59175171     | ns           |
| Neutrophil          | %          | 17.72 $\pm$ 6.02   | 19.19 $\pm$ 2.36    | 0.84064552     | ns           |
| Lymphocytes         | %          | 73.40 $\pm$ 9.47   | 69.91 $\pm$ 0.95    | 0.74900977     | ns           |
| Monocytes           | %          | 5.76 $\pm$ 1.38    | 9.58 $\pm$ 1.02     | 0.15494377     | ns           |
| Eosinophils         | %          | 2.65 $\pm$ 1.71    | 1.16 $\pm$ 0.30     | 0.48119513     | ns           |
| Basophils           | %          | 0.48 $\pm$ 0.38    | 0.16 $\pm$ 0.09     | 0.49985822     | ns           |
| <b>Erythrocytes</b> |            |                    |                     |                |              |
| RBC                 | M/ $\mu$ L | 8.70 $\pm$ 0.48    | 8.71 $\pm$ 0.36     | 0.98807664     | ns           |
| Hb                  | g/dL       | 13.30 $\pm$ 0.80   | 12.55 $\pm$ 0.75    | 0.56462258     | ns           |
| HCT                 | %          | 64.50 $\pm$ 3.40   | 62.35 $\pm$ 4.35    | 0.73452238     | ns           |
| MCV                 | fL         | 74.15 $\pm$ 0.15   | 71.55 $\pm$ 2.05    | 0.33333333     | ns           |
| MCH                 | pg         | 15.30 $\pm$ 0.10   | 14.40 $\pm$ 0.30    | 0.10446653     | ns           |
| MCHC                | g/dL       | 20.65 $\pm$ 0.15   | 20.10 $\pm$ 0.20    | 0.15880898     | ns           |
| RDW                 | %          | 17.60 $\pm$ 0.20   | 18.55 $\pm$ 0.15    | 0.06279912     | ns           |
| <b>Thrombocytes</b> |            |                    |                     |                |              |
| PLT                 | K/ $\mu$ L | 608.50 $\pm$ 52.50 | 999.50 $\pm$ 314.50 | 0.34487939     | ns           |
| MPV                 | fL         | 6.05 $\pm$ 0.45    | 6.60 $\pm$ 0.20     | 0.3802202      | ns           |

# Supplementary material for: FOXF1 promotes tumor vessel normalization and prevents lung cancer progression through FZD4
**Source:** EMBO Mol Med. 2024 Apr 8;16(5):3. doi: 10.1038/s44321-024-00064-8
**Supplement:** Supplementary file 11 — Expanded View Figures

Expanded View Figures

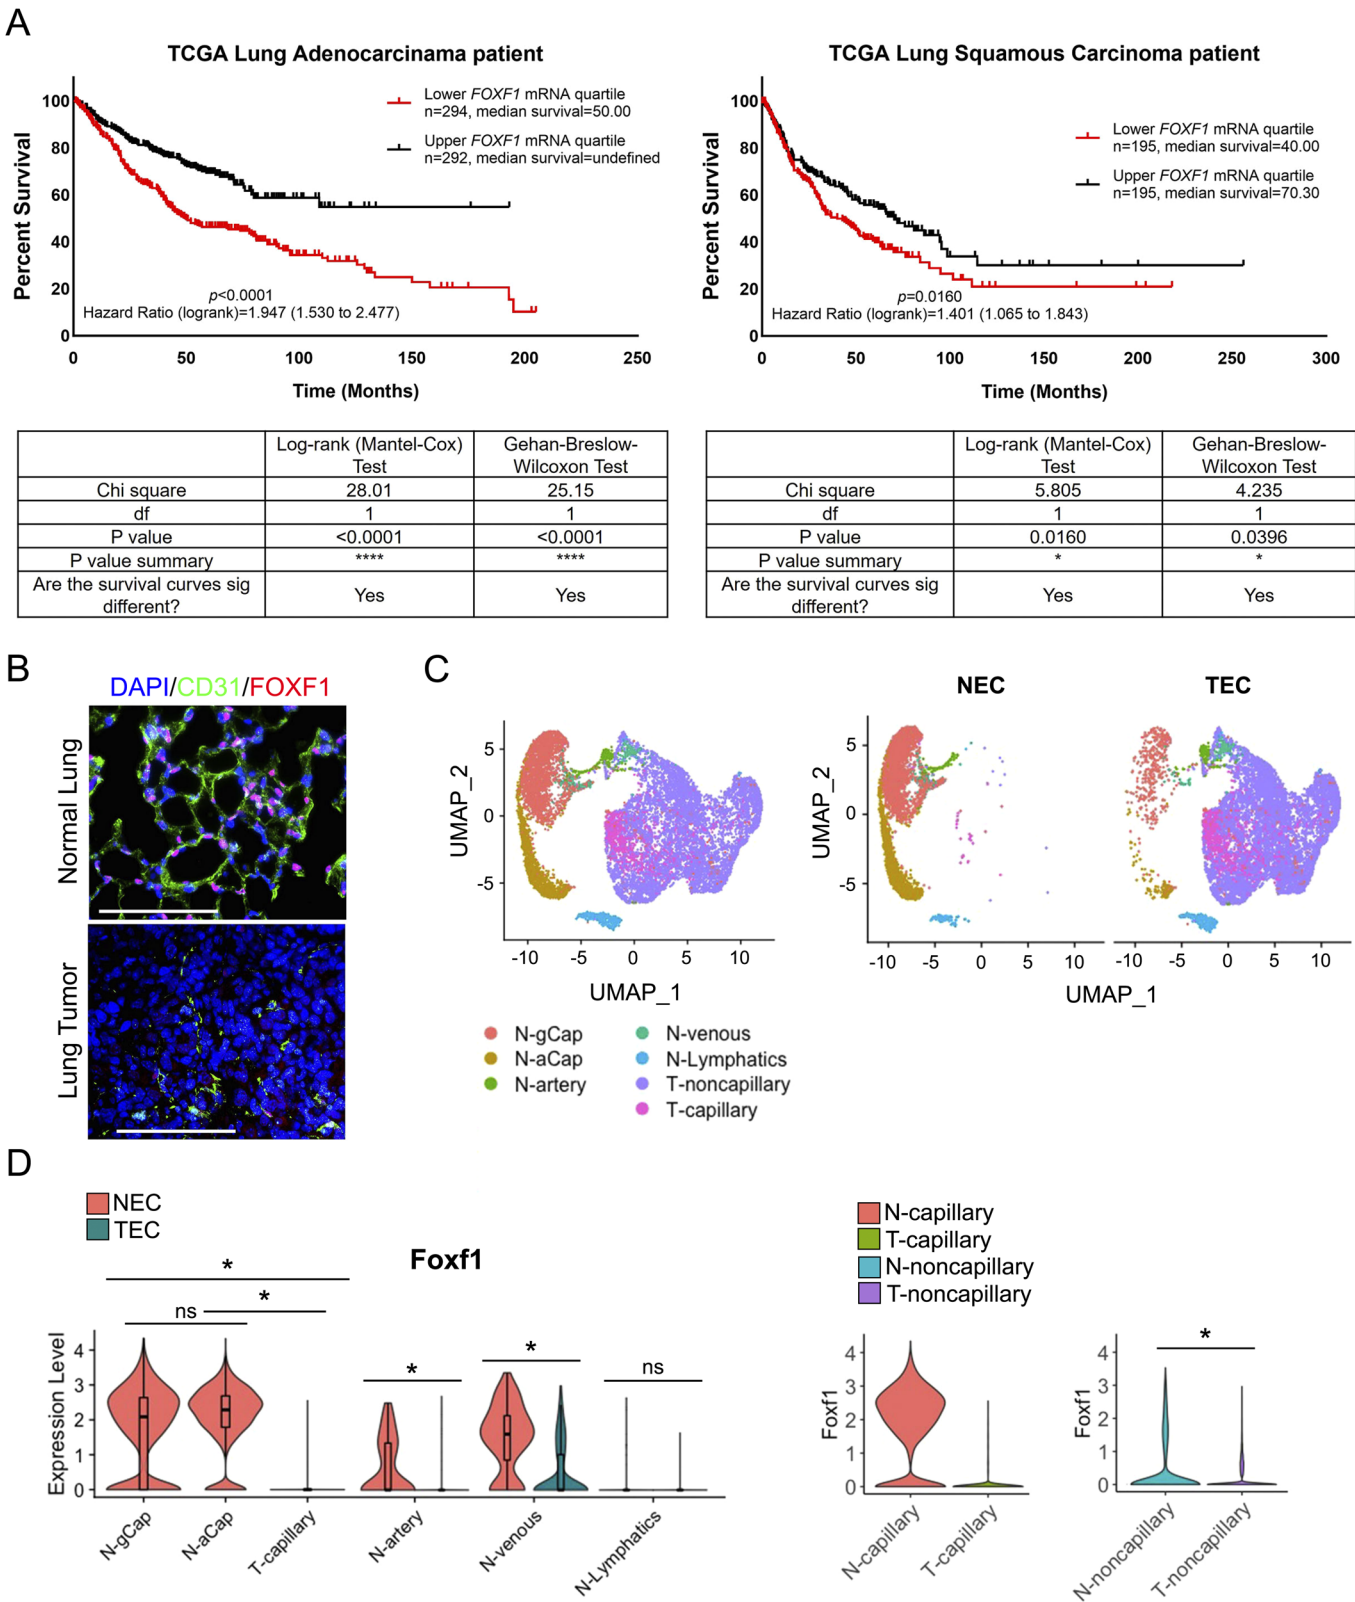

**Figure EV1. *FOXF1* expression is decreased in TECs of mouse LLC lung tumors.**

(A) TCGA data mining show that lower *FOXF1* mRNA levels in tumors predicts poor overall survival in patients with adenocarcinoma (AD) and squamous cell carcinoma (SCC). The lower and upper quartile for *FOXF1* expression in AD and SCC were compared. ( $N = 1926$ ). (B) Co-localization studies demonstrate decreased *FOXF1* protein (red) in CD31<sup>+</sup> endothelial cells (green) within mouse LLC tumors compared to normal lungs. The normal lung tissue image is the same as in Fig. 6C. ( $N = 3$  mice per group). Scale bar = 100  $\mu\text{m}$ . (C) Endothelial cells from normal lung (NEC) and LLC tumors (TEC) were visualized using uniform manifold approximation and projection (UMAP) after samples integration with Harmony. (D) Both *Foxf1* mRNA levels and the total number of *FoxF1*-expressing EC were decreased in LLC lung tumors compared to normal lung. Based on endothelial cell sub-clustering, decreased *Foxf1* mRNA was detected in tumor-associated capillary, arterial and venous ECs. *Foxf1* was not expressed in lymphatics. Colored by group; red- Donor EC, (NEC;  $n = 3841$  cells); blue- EC from LLC tumors, (TEC,  $n = 10012$  cells). Boxes show median, Q1 and Q3 quartiles and whiskers up to 1.5 $\times$  interquartile range. Data information: Data represent different numbers ( $N$ ) of biological replicates. The data with error bars are shown as mean  $\pm$  SEM. \* $P < 0.05$ , ns: not significant, as determined using the logrank test (A), or Wilcoxon rank-sum test (D).

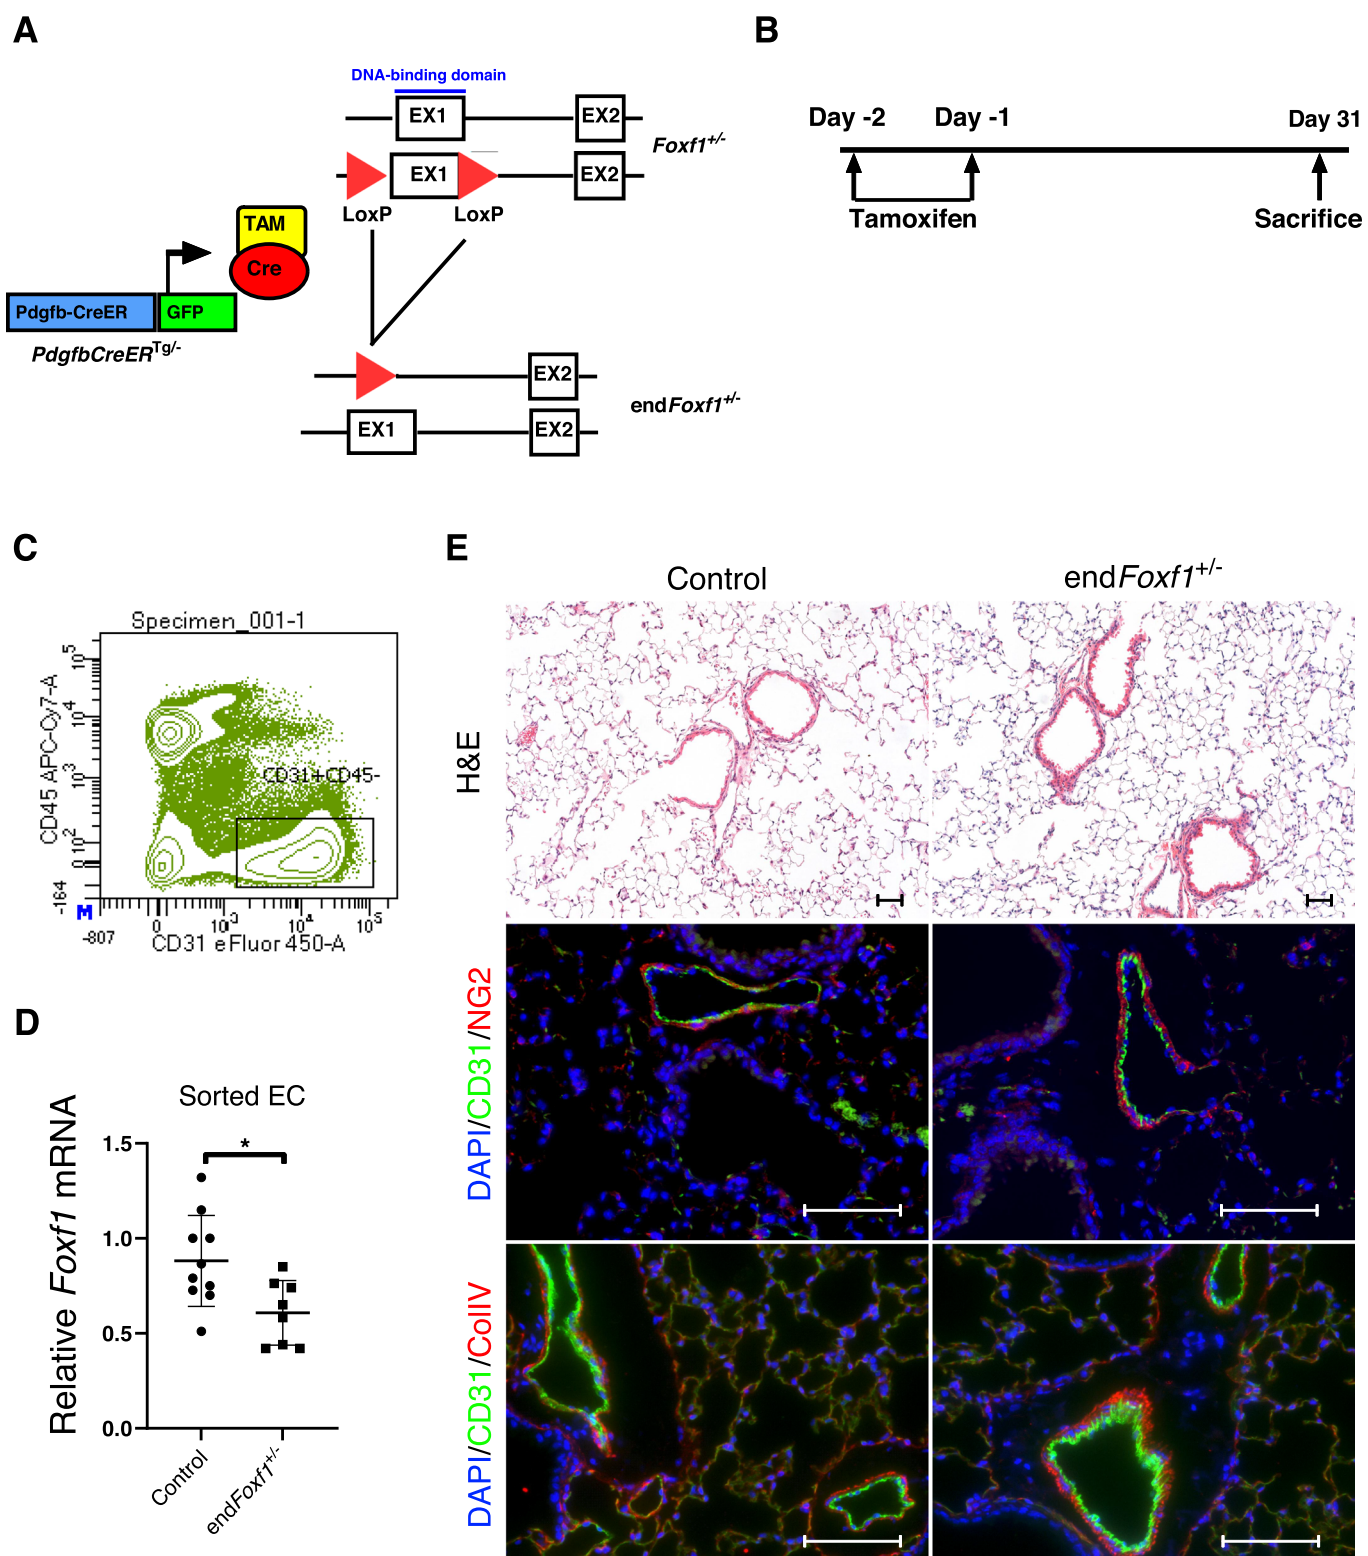

◀ **Figure EV2. Conditional deletion of one *Foxf1* allele from endothelial cells does not affect lung histology.**

(A) Schematic representation of breeding strategy for the conditional deletion of one allele of *Foxf1* from endothelial cells (end*Foxf1*<sup>+/-</sup> mice). *Foxf1*<sup>F/F</sup> mice were crossed with *Pdgfb-creER*<sup>+/-</sup> mice to generate *Pdgfb-creER*<sup>+/-</sup>; *Foxf1*<sup>F/+</sup> mice. *Foxf1*<sup>F/+</sup> littermates were used as controls. (B) Schematic representation of tamoxifen treatment to delete *Foxf1* from endothelial cells. (C) The gating strategy for FACS-sorting. Single, live cells from the lungs were gated to identify endothelial cells (CD45<sup>-</sup> CD31<sup>+</sup>). (D) qRT-PCR shows decreased *Foxf1* mRNA in endothelial cells isolated from end*Foxf1*<sup>+/-</sup> lungs compared to control lungs. *Actb* mRNA was used for normalization. (*N* = 8–10 mice per group). \**P* = 0.0151. (E) H&E staining (upper panels) shows no morphological differences between tamoxifen-treated control *Foxf1*<sup>F/+</sup> lungs and end*Foxf1*<sup>+/-</sup> lungs at 31 days after tamoxifen administration. Scale bar = 25 μm. No difference in pericyte coverage of blood vessels was found in control and end*Foxf1*<sup>+/-</sup> lungs is shown by co-localization of CD31 (green) with NG2 (red) (Middle panels). Blood vessels in end*Foxf1*<sup>+/-</sup> and control lungs have similar basement membrane as shown by co-localization of CD31 (green) with Collagen IV (red). (Bottom panels). Scale bar = 100 μm. Data information: Data represent different numbers (*N*) of biological replicates. The data with error bars are shown as mean ± SD. Statistical analysis was performed using Mann-Whitney Two-tailed test (D). Source data are available online for this figure.

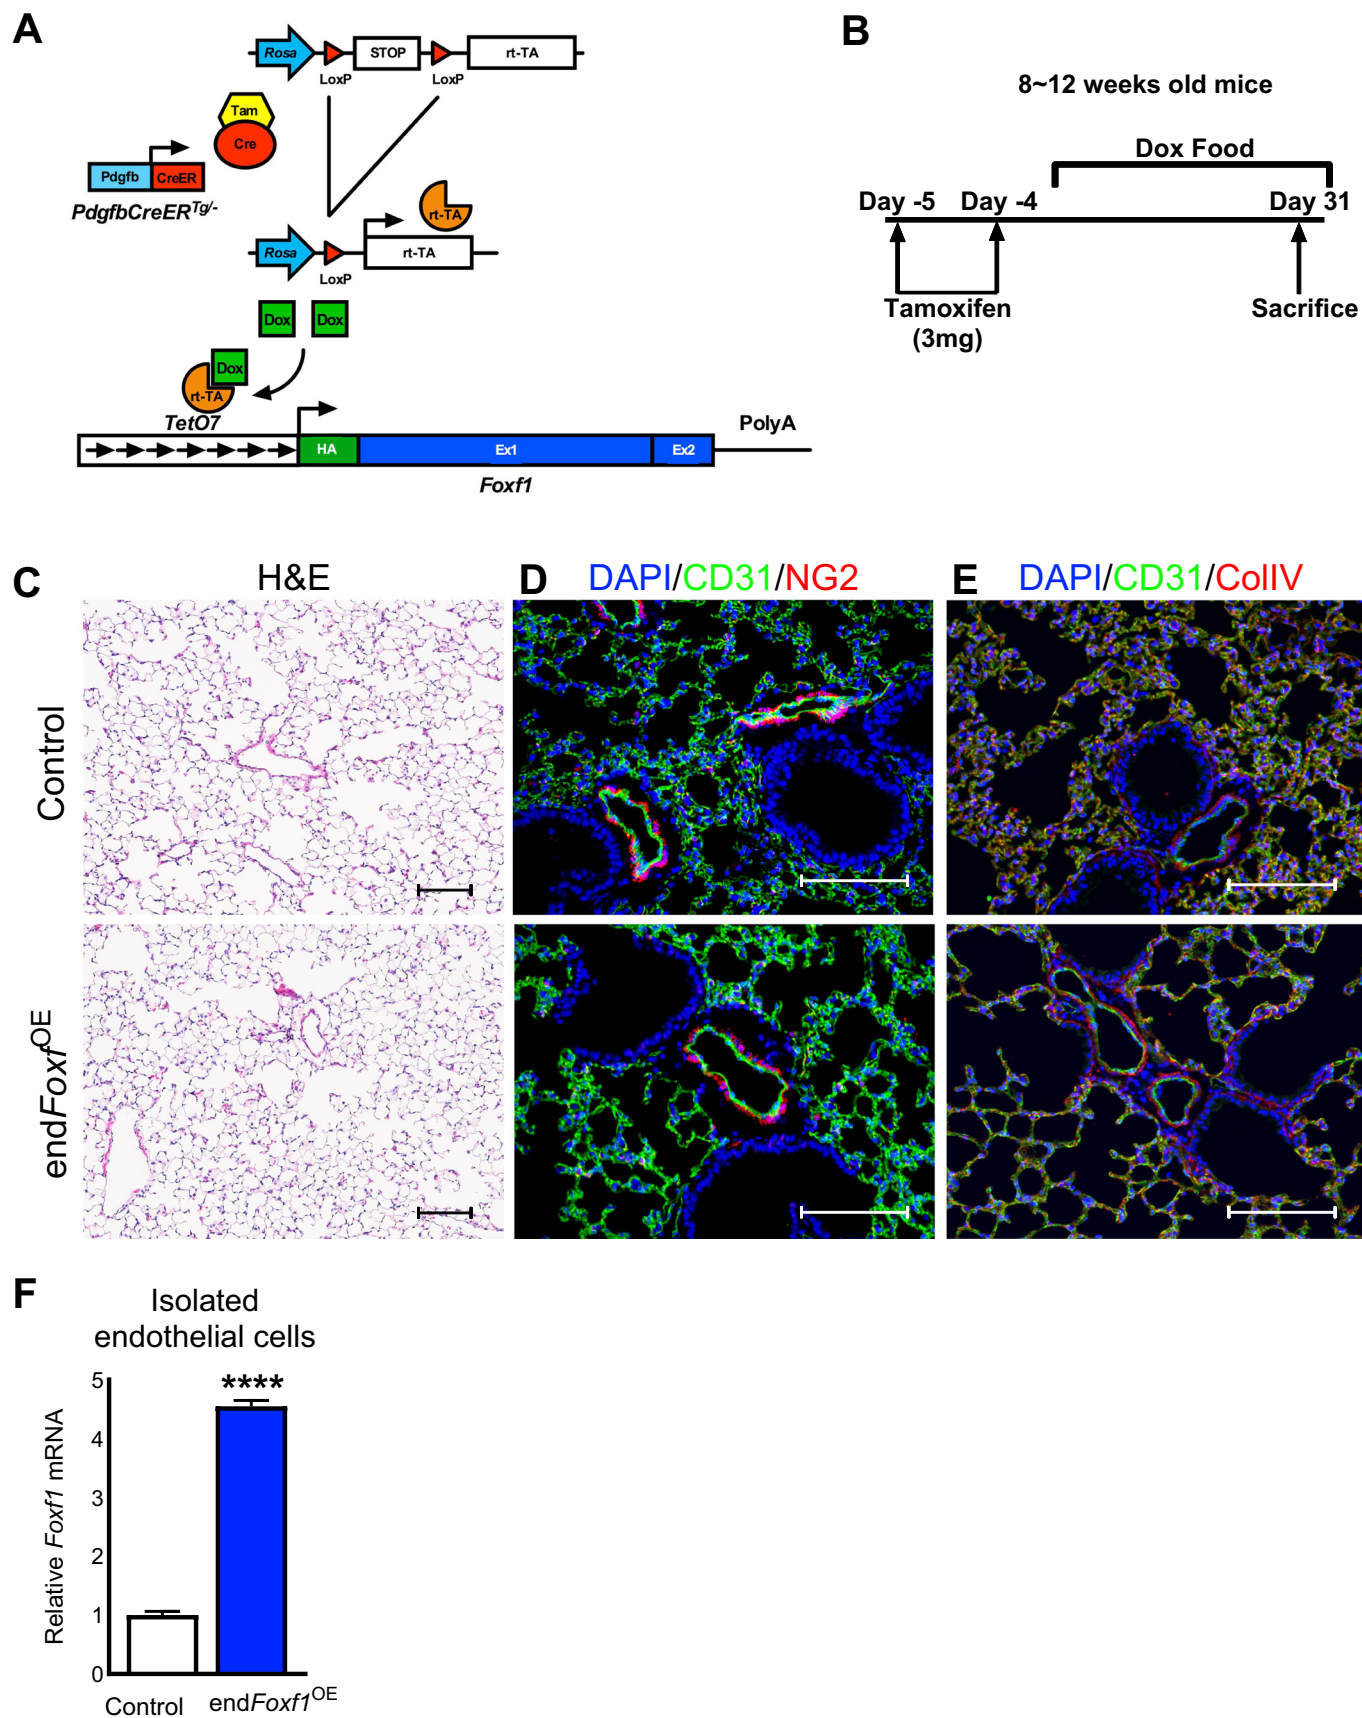

◀ **Figure EV3. Overexpression of FOXF1 in endothelial cells does not affect lung architecture.**

(A) Schematic representation shows breeding strategy for overexpression of FOXF1 in endothelial cells (*endFoxf1<sup>OE</sup>*). (B) Schematic representation of tamoxifen and doxycycline treatment to overexpress FOXF1 in endothelial cells. (C) H&E staining shows no morphological differences between tamoxifen+doxycycline-treated control and *endFoxf1<sup>OE</sup>* mouse lungs at 31 days after the treatment. Scale bar = 50  $\mu$ m. (D) No difference in pericyte coverage of blood vessels in control and *endFoxf1<sup>OE</sup>* lungs is shown by co-localization of CD31 (green) with NG2 (red). (E) Blood vessels in *endFoxf1<sup>OE</sup>* and control lungs have similar basement membrane as shown by co-localization of CD31 (green) with Collagen IV (red). (F) *Foxf1* mRNA is increased by ~4.5-fold in CD45<sup>+</sup>CD31<sup>+</sup> endothelial cells FACS-sorted from tamoxifen+doxycycline-treated *endFoxf1<sup>OE</sup>* mice compared to controls.  $\beta$ -actin mRNA was used for normalization. ( $N = 3$  mice per group). Scale bar = 100  $\mu$ m. \*\*\*\* $P < 0.0001$ . Data information: Data represent different numbers ( $N$ ) of biological replicates. The data with error bars are shown as mean  $\pm$  SEM. Statistical analysis was performed using the two-tailed unpaired-sample Student  $t$  test (F). Source data are available online for this figure.

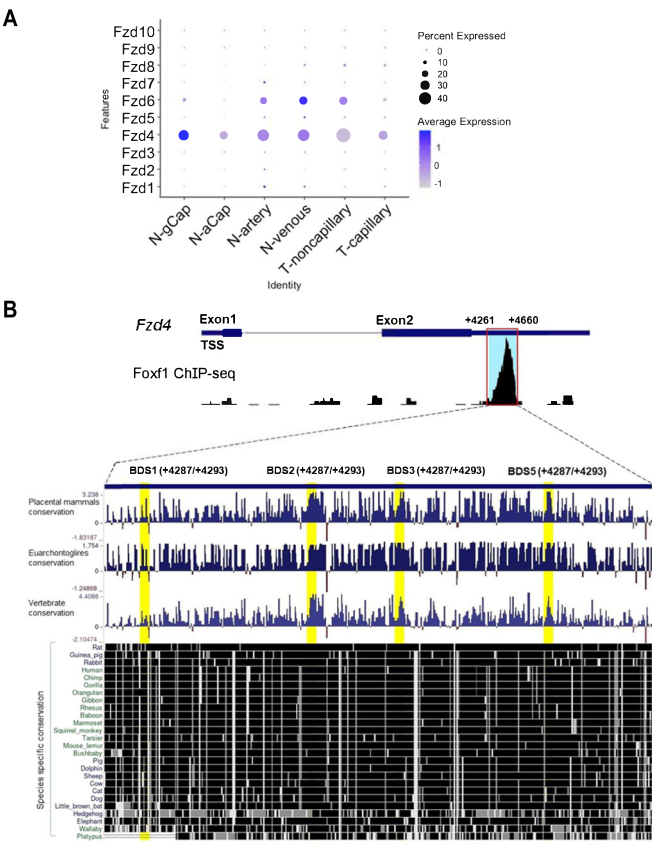

**Figure EV4. Fzd4 is a direct transcriptional target of FOXF1.**

(A) Expression of Frizzled receptor mRNAs in lung endothelial cells based on scRNA-seq analysis. (B) Analysis of ChIP-seq dataset from MFLM-91U endothelial cells shows FOXF1-binding peaks in Fzd4 gene region located 3' to the exon 2 of the Fzd4 coding sequence (top panel). Homology of the Fzd4 gene with FOXF1-binding sites (BDS) is shown for several mammalian species (bottom panel).

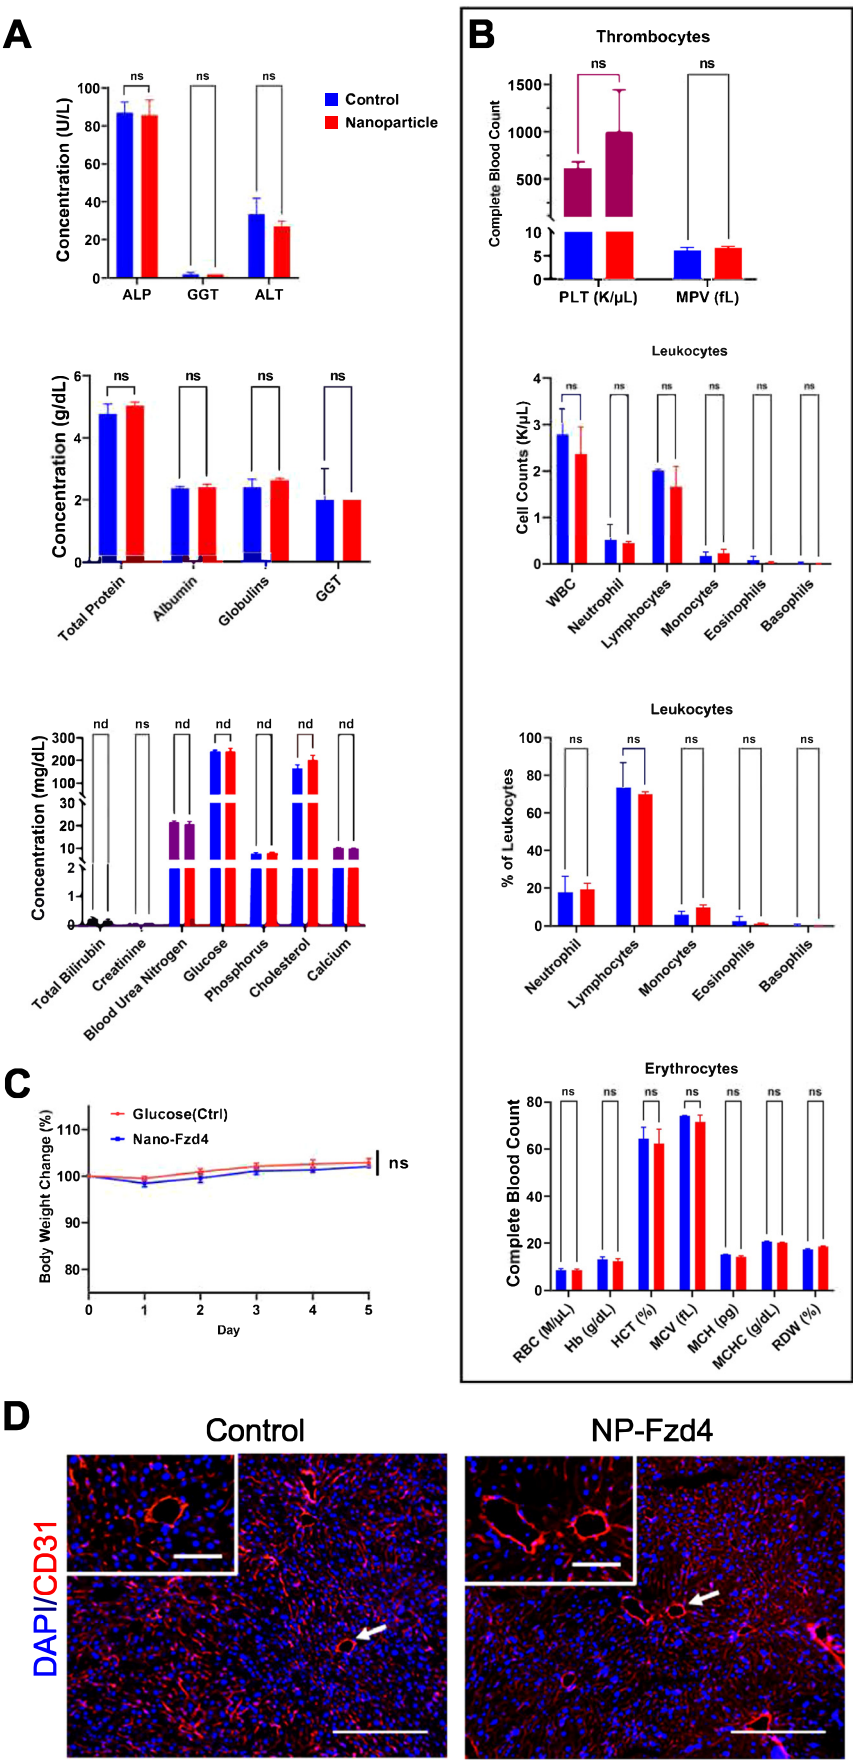

**Figure EV5. Treatment with intravenously injected PBAE nanoparticles carrying CMV- Fzd4 (nano-Fzd4) is not toxic.**

(A) Normal liver functions: No differences were found in the concentrations of total protein, Albumin, Globulins, ALP, Total Bilirubin, GGT, and ALT in peripheral blood serum of mice treated with nano-Fzd4 compared to control mice treated with glucose.  $N = 5$  mice per group. (B) Normal kidney functions: No differences in BUN and Creatinine levels were found in the nano-Fzd4 treated group compared to the control group.  $N = 5$  mice per group. (C) No changes in hematologic parameters compared to the control group.  $N = 5$  mice per group. (D) Nano-Fzd4 treatment does not change the histological appearance of endothelial cells in the liver shown with immunostaining for Pecam1 (CD31). Arrows indicated blood vessels.  $N = 2-3$  mice per group. Data information: Data represent different numbers ( $N$ ) of biological replicates. The data with error bars are shown as mean  $\pm$  SEM. ns: not significant, as determined using two-tailed unpaired-sample Student  $t$  test (A-C). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

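RNA-seq was analysed for CD45-CD31+ endothelial cells sorted by FACS from microdissected LLC tumors of 4 control and 4 end*Foxf1*+/- mice at day 21. Condition and number of each library were taken from the sample labels, and the day from the paper's methods. For each library the authors deposited TPM, a value per gene symbol that they had computed from the reads and normalized for transcript length and library total; the values of every library sum to 1000000. The paper's text does not name the aligner, the quantification tool or the annotation behind these TPM. Of the 33641 symbols, 32159 (95.6%) are in GENCODE vM21 on GRCm38, the source of all coordinates, with RefSeq's annotation of the same assembly for the gene start. The deposited values have no read numbers, and TPM keep no trace of depth, so no counting error or detection floor was computed, and the precision rests on the spread between libraries.

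The TPM were used as deposited, on the log2(TPM + 1) scale, in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend). The 14964 genes with a TPM of at least 1 in at least 4 libraries were tested with Benjamini-Hochberg adjustment and a threshold of 0.05. *Foxf1* and *Fzd4* were compared by an exact two-sided permutation test of the difference in mean log2(TPM + 1), over all 70 assignments of 4 libraries. The smallest p this allows is 0.0286, and 0.1 for 3 libraries against 3. Gene sets were tested with camera at its preset correlation of 0.01, two-sided, with adjustment over 6 sets: the Wnt genes named in the text for Fig. 4A, the Wnt genes in the source data of Fig. 4A, and hand-written lists for the Wnt pathway, MHC and antigen presentation, cytokines and receptors, and ECM receptor interaction. The hand-written lists stand in for KEGG pathways, whose own member lists were not used here. A further 15 lists served to check the libraries: endothelial, T and B lymphocyte, myeloid, fibroblast and pericyte, epithelial, and erythroid and platelet markers, proliferation, hypoxia, basement membrane, dissociation stress, sex genes, Frizzled receptors, *Foxf1* neighbours, VEGF, PDGF and TIE2 genes, and other genes the paper names in mouse endothelium. The authors' DESeq2 step was not repeated, since it needs read counts, and neither was the DAVID enrichment.

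The endothelial level of a library is the geometric mean TPM of 20 endothelial markers, and values relative to endothelial markers are differences on the log2 scale from the mean of these markers. Fold changes set beside Fig. 4A are ratios of mean TPM between the groups, written as a negative inverse where the ratio is under 1.

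The genes named in the text were fixed by a rule: *Foxf1* and *Fzd4*, the genes of the 2 Wnt lists, the Frizzled receptors, the neighbours of *Foxf1*, the VEGF, PDGF and TIE2 genes, the other genes the paper names in mouse endothelium, and in each direction the 5 genes with the largest log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups, filled up with the non-overlapping genes of smallest unadjusted p. Since no gene passed, these were *Esr1*, *Exo1*, *AA467197*, a gene model with the values of *AA467197*, and *Prg4* (higher) and *Gm19898*, *Slitrk6*, *Gp1bb*, *Cyp17a1* and *Slc5a12* (lower). Values of 36 tested genes equal those of another gene in all libraries, among them *AA467197* and this gene model, so that their reads cannot be assigned to one of them.

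The source data of Fig. 6A name 3 samples per group. The names were tied to libraries by trying all 576 assignments within the conditions. In 144 of them the ratio of source count to TPM of *Fzd4* varied less than 2-fold over the libraries. For these, the log2 ratio of *Foxf1* to *Fzd4* in the counts was compared with that in TPM. The assignment with the smallest standard deviation of this difference was taken (0.0145, the next 0.0469). The libraries are named C1 to C4 and H1 to H4 in the order of the numbers in their labels. The libraries found in this way were control libraries C1, C2 and C4 and end*Foxf1*+/- libraries H1, H2 and H4.

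The fit was tested on simulated data with the means and spread of the 8 libraries and 200 changed genes. Noise was drawn independently for each gene, with the same spread in every library. The larger noise of libraries H3 and H4, and noise shared between genes, were not simulated. Of 100 genes with a log2 change of 2, 46 had an adjusted p under 0.05 and 93 an unadjusted p under 0.05, with a mean estimate of 1.95. Of 100 genes with a log2 change of 1, 3 and 73 did, with a mean estimate of 0.98. Among the unchanged genes 1 had an adjusted p under 0.05 and 5.28% had an unadjusted p under 0.05. With the spread of the 6 libraries of Fig. 6A, 60 and 9 of 100 genes were recovered at an adjusted p under 0.05.

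The sets, lists, main tests, named-gene rule and alternatives were fixed before the data were examined, and tests chosen later are named as such where they are reported. The alternatives were a pseudocount of 0.1 or 5, no filter or a minimum TPM of 5, quantile normalization, scaling by the median ratio to the geometric mean of each gene, eBayes without a trend, array weights, each library left out in turn, the 3 libraries per group of Fig. 6A with and without a replicate block, camera with an estimated correlation, fry, and, for *Foxf1* and *Fzd4*, TPM relative to *Actb* or *Pecam1* and limma's unadjusted p. The sequence of the *Fzd4* region was taken from the GENCODE vM21 transcript with Python 3.11.15, and the plots were drawn with matplotlib 3.10.9. The qRT-PCR, staining, single-cell, ChIP-seq, luciferase and human data of the paper were not analysed here.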

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

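The tests in this part were chosen after the results had been seen, except the one on the most abundant genes of library H4.

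In the end*Foxf1*+/- group, library H3 stood apart from the other 3 libraries for several measures on the log2 scale or as summed TPM. The gap to the nearest library, as a share of the range of the group, was 0.864 for *Fzd4*, 0.879 for *Nkd1*, 0.833 for *Lrp4*, 0.926 for *Fzd3*, 0.886 for *Kdr*, 0.899 for *Flt1*, 0.852 for *Pecam1*, 0.854 for *Cdh5*, 0.930 for *Col4a1* and 0.851 for the summed TPM of basement membrane genes, with library H3 the lowest in each. Of 127 groups examined in this way 14 stood out, where chance gives 6.35, and 10 of the 14 were library H3. The same library held signal that Fig. 6A does not use and that lay above every control library. Its T and B lymphocyte markers summed to 3505 TPM, its myeloid markers to 13992 TPM and its fibroblast and pericyte markers to 1674 TPM, against at most 538, 6520 and 1268 TPM in the control libraries. For fibroblast and pericyte markers end*Foxf1*+/- libraries H1 and H4 were higher still, at 2060 and 1781 TPM.

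A lower total of other transcripts does not account for the low endothelial level of library H3. Its endothelial markers were lower than in the other end*Foxf1*+/- libraries by a median log2 ratio of −3.83, and all tested genes by −0.71, a difference of −3.12 (SD over the 20 markers 0.28), so a few genes taking most of the TPM are argued against. Epithelial RNA is argued against too, since 1 of 14 epithelial markers was higher in library H3 than in each of the other 7 libraries. Of 31 T and B lymphocyte and myeloid markers 27 were higher in library H3 than in each of the other 7 libraries, where chance gives 3.88, which is consistent with leukocyte RNA in place of endothelial RNA. Among the markers there, *Lyz2* was at 6870 TPM and *Igkc* at 3280 TPM, against at most 4955 and 482 TPM in the control libraries, and *Ptprc*, the gene of CD45, was at 91.2 TPM against at most 9.13 TPM. RNA of LLC cells, a mixed sample and a loss of endothelial identity in the tumor of this mouse were not tested.

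Library H4 had an endothelial level of 51.4% of the mean of libraries H1 and H2. Without the 10 most abundant genes of each library this was 65.7%, so the abundant genes explain part of it and not the whole. Of 14 epithelial markers 12 were higher in library H4 than in each of the other 3 end*Foxf1*+/- libraries, and 9 were higher than in each of the other 7 libraries, which is consistent with epithelial RNA in this library. Its *Sftpc* was at 19867 TPM and its *Sftpa1* at 3749 TPM. In control library C3 *Sftpc* was higher, at 26986 TPM, with an endothelial level of 84.3%.

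In the control group 4 measures stood out. Library C3 was highest for *Gpc3* (0.834) and *Fgfr2* (0.905), library C1 was lowest for *Actb* (0.844), and library C4 was lowest for the summed TPM of sex genes (0.920). The Y-linked genes *Eif2s3y* and *Ddx3y* were at 0.930 and 1.45 TPM in library C4, and at 0.366 and 0.881 TPM in end*Foxf1*+/- library H2, against 36.1 and 26.9 TPM in control library C2. Library H3 was in between for *Eif2s3y* and *Ddx3y*, at 8.63 and 4.62 TPM. For the sex genes *Kdm5d* and *Uty* it was not, at 3.47 and 5.03 TPM against 3.72 and 7.97 TPM in library C4. The sexes of the animals were not used here, and no biological explanation was tested.

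Genes outside those the paper discusses were higher in every end*Foxf1*+/- library than in every control library. The mean in end*Foxf1*+/- TECs was 90.1 TPM for *Esr1*, 5.20 TPM for *Exo1*, 39.9 TPM for *AA467197*, 39.9 TPM for a gene model listed with the same values and 17.9 TPM for *Prg4*, against 0.579, 0.896, 14.9, 14.9 and 1.80 TPM in control TECs. None passed an adjusted p under 0.05 over all 8 libraries in the main setting, and all of them passed under array weights (adjusted p = 1.43e-06 for *Esr1* and 0.0284 to 0.0286 for the others, from limma). Without library H3 the log2 fold change was 6.19 for *Esr1*, 1.42 for *Exo1*, 1.28 for *AA467197* and 1.90 for *Prg4*, and *Esr1* then had an adjusted p of 3.79e-05 from limma (0.305 over all libraries; from 3.79e-05 to 0.942 with 1 library left out). For *Exo1*, *AA467197* and *Prg4*, library H3 held the highest value, and no explanation was tested beyond leaving it out.

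*Esr1* was at 140 TPM in library H1, 84.7 TPM in library H2, 124 TPM in library H4 and 11.1 TPM in library H3, and at 0.368 to 0.750 TPM in the control libraries. *Esr1* ranked 4 of 4 in library H3, which has the lowest endothelial level. This argues against RNA of the cell types high in library H3, such as leukocytes, as its source, but rests on 1 library. Other cell types stay open, since library H4, with an endothelial level of 54.9%, had more *Esr1* than library H2. The Cre recombinase of the end*Foxf1*+/- mice is fused to part of an oestrogen receptor and is expressed from the *Pdgfb* promoter. Reads of this transgene counted as *Esr1* are a candidate explanation. The standard deviation of log2 *Esr1*/*Pdgfb* over the 4 end*Foxf1*+/- libraries was 0.529, against 1.71 for *Esr1* alone. This transgene and a rise of *Esr1* itself cannot be told apart, because the transgene is confounded with the end*Foxf1*+/- group, because library H3 carries most of the spread, and because any endothelial transcript would fall with *Pdgfb* in that library. The paper describes the controls as littermates with the floxed allele alone in Fig. EV2, and also names Cre littermates as controls in its results.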

How the results depend on the processing

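None of the alternatives in this part was chosen after the results had been seen. Each alternative changed 1 choice and kept the others, except that the replicate block was fitted in the libraries of Fig. 6A only and tested *Foxf1* and *Fzd4* with limma in place of the exact test. Of the values of the 9 results fixed for the comparison under the alternatives, 127 were counted as unchanged in direction and side of the threshold (or count), 30 were weaker, 4 stronger, 5 moved and 6 reversed. The 127 include 2 values in the libraries of Fig. 6A that did change. *Foxf1* had an exact p of 0.1 there, the smallest possible, against 0.0286 over all libraries. The Wnt pathway had a mean difference of 0.00044 there, against −0.05, although camera's direction stayed down. Of the values of the other named genes, 844 kept both, 14 were stronger and 44 reversed. Values of gene sets are the mean log2 difference from the other genes unless said otherwise. The causes of the changes were not tested. Tests of sets do not use the trend of the variance, so leaving it out could not change them.

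The number of genes with an adjusted p under 0.05 was 0 in the main setting and under both pseudocounts, both filters, quantile normalization, scaling by the median ratio and eBayes without a trend (unadjusted p under 0.05 in 519 to 1113 genes). It was 148 under array weights (100 higher, 48 lower; 2866 genes with an unadjusted p under 0.05, 79.4% of them higher against 50.5% in the main setting), which gave library H3 a weight of 0.0643 and library H4 a weight of 0.178. It was 1 in the 3 libraries per group of Fig. 6A (*Esr1*, adjusted p = 5.73e-04 from limma; 716 genes with an unadjusted p under 0.05). Across the fits that each left out one library it ranged from 0 to 1, with *Esr1* called without end*Foxf1*+/- library H3 and *Rpl3-ps1* called without control library C1 (log2 fold change 5.55, adjusted p = 0.0176; a gene named after its values were seen). Genes with an unadjusted p under 0.05 numbered 426 to 1616 in these fits, and the share of them that was higher was 67.3% without library H3 and 33.3% without library H1. Scaling by the median ratio and quantile normalization both moved the median log2 fold change of all genes by 0.16, from −0.17.

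*Foxf1* stayed lower in every setting, but its p was over 0.05 when any 1 of the control libraries was left out (exact permutation p from 0.0857 to 0.114) and without library H3 (exact permutation p = 0.0571). In each of these fits every end*Foxf1*+/- library was still below every control library. With a control library left out, splits with library H3 in the smaller group gave differences as large. The exact p was also 0.0571 under quantile normalization (log2 difference −1.46) and relative to *Pecam1* (−0.66), and 0.0286 in the other settings that used all 8 libraries and this test. With one library left out its log2 difference ranged from −2.08 to −0.83, the latter without library H3. *Fzd4* stayed lower, with a p over 0.05, in every setting, from −1.37 to −0.16 with one library left out, the latter without library H3, and −0.02 relative to *Pecam1*. The 3 libraries per group of Fig. 6A cannot give an exact p under 0.1.

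The Wnt genes named in the text stayed lower in every setting. Their adjusted p passed 0.05 with a pseudocount of 0.1 (−0.68, adjusted p = 0.0614), with an estimated correlation (−0.59, 0.239) and under fry (mean log2 fold change −0.75, 0.199), and their value ranged from −0.64 to −0.50 with one library left out (adjusted p from 0.00173 to 0.0871). The Wnt genes in the source data of Fig. 4A passed 0.05 with a pseudocount of 0.1 (−0.54, 0.0654), in the libraries of Fig. 6A (−0.24, 0.0616), with an estimated correlation (−0.46, 0.479) and under fry (mean log2 fold change −0.62, 0.384), and ranged from −0.62 to −0.27 with one library left out (0.0156 to 0.168). The Wnt pathway list ranged from −0.12 to 0.00762 and turned its direction without library H3.

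MHC and antigen presentation genes were under 0.05 in the libraries of Fig. 6A (−0.30, adjusted p = 0.00171) and without library H3, with a range of −0.24 to −0.00973 with one library left out. In the libraries of Fig. 6A this did not hold with an estimated correlation (adjusted p = 0.567) or under fry (0.525). Cytokines and receptors lost their call with a minimum TPM of 5 (0.19, adjusted p = 0.0679), scaling by the median ratio (0.33, 0.0747), array weights (0.0755, 0.426), the libraries of Fig. 6A (0.17, 0.0616), an estimated correlation (0.32, 0.0721) and fry (mean log2 fold change 0.16, 0.407), and ranged from 0.12 to 0.42 with one library left out, the lowest without library H3 (adjusted p = 0.183). ECM receptor interaction turned its direction under array weights (−0.0533), under fry (mean log2 fold change −0.0535), and under scaling by the median ratio, where the rank of camera's direction was down although the mean difference was 0.11. It ranged from −0.10 without library H4 to 0.23 without library H2 (adjusted p = 0.0464).

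The sample names of Fig. 6A number the libraries 1, 2 and 4 in each group. The deviations of same-numbered libraries from their group means correlated, across genes, at 0.136, 0.039 and 0.070. Libraries with different numbers were not compared, so these values do not decide whether the numbers mark pairs. With that number as a replicate block, 1 gene passed (*Esr1*, adjusted p = 0.0139 from limma), the Wnt genes in the source data of Fig. 4A were at −0.24 (adjusted p = 0.0728), the Wnt pathway at 0.00044, MHC and antigen presentation at −0.30 (1.70e-04) and cytokines and receptors at 0.17 (0.0517). The log2 fold changes of single genes are by construction those of the same libraries without the block.

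Among the other named genes the reversed log2 fold changes were small or came with another weight of library H3 or H4. Under quantile normalization they were 0.0174 for *Axin1*, 0.0017 for *Col4a1* and −0.0688 for *Actb*, and under scaling by the median ratio 0.0703 for *Axin1*. Under array weights they were 0.0213 for *Axin2*, 0.29 for *Fzd6*, −0.0082 for *Fzd7*, 0.0520 for *Mthfsd*, 0.26 for *Vegfa*, 0.39 for *Tek*, 0.0897 for *Tie1*, 0.23 for *Angpt2*, 0.0618 for *Pecam1*, 0.78 for *Aplnr*, 0.0486 for *Sox17*, 0.51 for *Col4a1*, 0.52 for *Col4a2* and −0.0635 for *Actb*. In the libraries of Fig. 6A, with and without the replicate block, they were 0.51 for *Fgfr2*, 0.0196 for *Fzd5*, 0.0802 for *Fzd6*, 0.14 for *Angpt2*, 0.56 for *Aplnr*, 0.43 for *Col4a1* and 0.27 for *Col4a2*. With one library left out, the range was −0.31 to 0.0254 for *Axin1*, −0.13 to 0.65 for *Gpc3*, −0.15 to 0.26 for *Fzd1*, −1.21 to 0.21 for *Fgfr2*, −1.10 to 0.14 for *Fzd6*, −1.06 to 0.14 for *Vegfa*, −0.44 to 0.21 for *Angpt2*, −0.84 to 0.57 for *Aplnr*, −0.53 to 0.52 for *Col4a1*, −0.78 to 0.34 for *Col4a2* and −0.0535 to 0.22 for *Actb*. Without library H3 *Fgfr2*, *Fzd6*, *Vegfa*, *Angpt2*, *Aplnr*, *Col4a1* and *Col4a2* were higher in end*Foxf1*+/- TECs.

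The depth of the libraries is unknown, so whether low values such as those of *Sfrp2* or *Fzd9* are limited by it was not examined. *Sfrp2* had no value under quantile normalization, which ran on the filtered genes.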

Differences from the paper's values

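No test in this part was chosen after the results had been seen. Values set beside Fig. 6A are log2 differences, and those beside Fig. 4A are signed fold changes of mean TPM. The margin for counting a value as different was not the same distance for every gene and is not given here. The counts of differing values are therefore descriptive only. For *Foxf1*, the paper's source data of Fig. 6A give a log2 difference of −0.80 (computed from its normalized counts of 3 samples per group), against −1.68 over all 8 libraries. Of 17 alternatives set before the data were examined, 4 fell within the paper's value: without library H3 (−0.83), the 3 libraries per group of Fig. 6A with and without the replicate block (−0.80 each) and TPM relative to *Pecam1* (−0.66). For *Fzd4*, the paper's source data give −0.22, against −1.02 over all 8 libraries, and 3 of 17 alternatives fell within it: without library H3 (−0.16) and the libraries of Fig. 6A with and without the replicate block (−0.24 each). The libraries of Fig. 6A were themselves found by their fit to these source counts of *Foxf1* and *Fzd4*. The block leaves the values unchanged by construction. For both genes the matches in these libraries are therefore not independent evidence.

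For 5 of 10 genes in the source data of Fig. 4A the fold change differed. The paper's value for *Nkd2* is −12.4, against −3.62 (−4.78 to −2.81 under the alternatives). The paper's value for *Gpc3* is −9.23, against 1.96 (−1.08 to 2.68). The paper's value for *Fzd1* is −3.65, against 1.14 (−1.15 to 1.35). The paper's value for *Axin2* is −4.23, against −1.53 (−2.18 to −1.18). None of the alternatives closed the gap for these 4 genes. The paper's value for *Axin1* is −1.4, against −1.06, and the value fell within the paper's without control library C3, without end*Foxf1*+/- library H3 and in the libraries of Fig. 6A. *Lrp4*, *Stk4*, *Sfrp1*, *Dkk3* and *Fgfr2* were not counted as differing over all 8 libraries, although each value was closer to no change than the paper's. The paper's values are −2.60, −2.57, −2.46, −2.17 and −2.11, against −1.64, −1.75, −2.12, −1.84 and −1.07. Of 11 alternatives, the value stayed within the paper's in 9 for *Lrp4*, 4 for *Stk4*, 10 for *Sfrp1*, 8 for *Dkk3* and 7 for *Fgfr2*. In the libraries of Fig. 6A, 4 of these genes differed. The paper's value for *Lrp4* is −2.60, against −1.25 there, for *Stk4* −2.57, against −1.48, for *Dkk3* −2.17, against −1.41, and for *Fgfr2* −2.11, against 1.64.

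The bars of Fig. 4A, right panel, were read by eye. The paper's bar for *Lef1* is about −1.5 in Fig. 4A, against 1.37 (1.26 to 1.67 under the alternatives). The bar for *Wnt4* is about −3.0 in Fig. 4A, against −1.61 (−2.04 to −1.12). The bar for *Sfrp1* is about −6.3 in Fig. 4A, against −2.12 (−2.69 to −1.12). The bar for *Plcb2* is about −7.6 in Fig. 4A, against −2.04 (−2.66 to −1.62). The bar for *Nkd2* is about −11 in Fig. 4A, against −3.62 (−4.78 to −2.81). None of the alternatives closed the gap for these 5 genes. The bar for *Sfrp2* is about −2.9 in Fig. 4A, against −1.99, and the value fell within the paper's without control library C3, without control library C4, without end*Foxf1*+/- library H1 and in the libraries of Fig. 6A. The bars of *Axin1* and *Axin2* lie between 0 and −1, where no signed fold change can lie. Read as log2 changes, about −0.4 and about −0.5 in Fig. 4A, they did not differ from the −0.12 and −0.83 over all 8 libraries. For *Axin2* this held in 11 of 11 alternatives. For *Axin1* it held in 5 of 11, and the value differed under quantile normalization (0.0174), under scaling by the median ratio (0.0703) and without library C2, C4, H2 or H4. The bar for *Dvl2* is about −1.4 in Fig. 4A, against −1.49, and the bar for *Nkd1* is about −1.5 in Fig. 4A, against −1.86. These 2 did not differ, here or in any of 11 alternatives.

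The paper states that *Lef1* mRNA is decreased in end*Foxf1*+/- TECs, and in the deposited TPM it was higher, with a log2 fold change of 0.33. The paper states that the Wnt pathway is decreased, and the hand-written list of Wnt pathway genes differed from the other genes by −0.05 (adjusted p = 0.561 from limma's camera). The right panel of Fig. 4A and its source data share 4 of 10 genes. Fig. 6G prints BDS1 of *Fzd4* with a base that differs from the GRCm38 reference (T7C, counted from the 5′ end of the site).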

Other observations

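Of the explanations tested in this part, those for *Fzd4*, *Foxf1* and the proliferation genes were examined only after the results had been seen.

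All 35 splits of the 8 libraries into 2 groups of 4 were compared with the real one, which is counted among them. As many genes with an adjusted p under 0.05 were found in 35 of 35 splits (the real split gave 0), as many with an unadjusted p under 0.05 in 5, and as many genes without overlap in 4. For the Wnt genes named in the text, 1 of the 35 splits, the real one, gave a camera p as small, and for the Wnt genes in the source data of Fig. 4A it was 5 of the 35 splits. The study picked both lists on the real split, which favors it, so these counts decide nothing about a chance split. For the Wnt pathway, a list whose genes were not picked on these libraries, it was 26 of the 35 splits, for MHC and antigen presentation 21, for cytokines and receptors 11 and for ECM receptor interaction 32. Among the check lists it was 2 for proliferation, 6 for myeloid markers, 2 for erythroid and platelet markers and 4 for basement membrane, so a chance split stays open for each of these and for the 4 sets whose genes were not picked on these libraries.

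The lower *Fzd4* in end*Foxf1*+/- TECs may follow from a lower share of endothelial RNA in 2 of the 4 libraries. Relative to the 20 endothelial markers, *Fzd4* differed by 0.14 on the log2 scale (SD 0.22; exact two-sided permutation test, p = 0.429), and by 0.05 over the libraries of Fig. 6A. In libraries H1 and H2, with an endothelial level of 104% and 110% of control, *Fzd4* relative to these markers was at −2.30 and −2.25, just below the control range of −2.24 to −2.07. Regulation of *Fzd4* by FOXF1 in a part of the endothelial cells was not tested. For *Foxf1* the same explanation is argued against as the whole cause. Relative to the markers *Foxf1* differed by −0.50 (SD 0.29; exact two-sided permutation test, p = 0.0571), with 3 of 4 end*Foxf1*+/- libraries below all control libraries, and by −0.51 over the libraries of Fig. 6A.

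For the Wnt genes named in the text, the mean of the 9 tested genes relative to the endothelial markers differed by 0.26 between the groups (SD 0.90; exact two-sided permutation test, p = 1). Without library H3 it was −0.37, and over the libraries of Fig. 6A −0.31. A lower share of endothelial RNA and a lower level of these transcripts cannot be told apart for this list, because library H3 sets the sign and the genes move apart. *Nkd2* stayed lower relative to the markers, by −1.07 over all libraries and by −1.24 over those of Fig. 6A.

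All 25 proliferation genes were higher in end*Foxf1*+/- TECs, with a median log2 fold change of 0.92 (adjusted p = 6.46e-20 over the 15 check lists from limma's camera; unadjusted 0.0499 with an estimated correlation and 0.0621 under fry). Leukocyte RNA in library H3 is argued against as the whole cause. Without that library 25 of 25 genes stayed higher, with a median of 0.53, and control library C3, with the most T and B lymphocyte transcripts among the controls (538 TPM), had the lowest sum of proliferation genes (356 TPM). Leukocyte RNA in the other end*Foxf1*+/- libraries stays open, since myeloid markers were also higher in all but 1 of 17 genes without library H3. In library H4 the proliferation genes summed to 408 TPM, close to the 407 TPM of control library C1. *Mki67* was at 14.0 ± 1.74 TPM (SD, n = 4) in control and 31.9 ± 16.8 TPM (SD, n = 4) in end*Foxf1*+/- TECs, higher in 4 of 4 libraries than in every control library (exact two-sided permutation test, p = 0.0286). RNA of LLC cells was not tested. The paper describes proliferation of endothelial cells in these tumors as low by Ki-67 staining, and reports in Appendix Fig. S2 that the share of Ki-67-positive endothelial cells did not differ significantly between the genotypes.

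*Col4a1* and *Col4a2* were higher relative to the endothelial markers in 4 of 4 end*Foxf1*+/- libraries than in every control library, by 0.86 (exact two-sided permutation test, p = 0.0286), and by 0.65 over the libraries of Fig. 6A, whereas the paper reports less collagen IV staining around tumor vessels. *Col1a1*, *Col1a2* and *Col3a1* rose by 2.46 relative to the same markers (exact two-sided permutation test, p = 0.0857), and by 1.44 over the libraries of Fig. 6A. RNA of fibroblasts and pericytes and a change in endothelial cells cannot be told apart, because both groups of collagens rose. Without the reference to markers, the log2 fold change of *Col4a1* was −0.25 over all libraries and 0.52 without library H3. The 14 basement membrane genes were higher relative to the other genes (adjusted p = 0.00395 from limma's camera; unadjusted 0.168 with an estimated correlation), with 6 of 14 lower, or 1 of 14 without library H3.

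The platelet genes *Pf4*, *Ppbp*, *Gp9* and *Itga2b* were lower by a mean log2 difference of −1.37 (exact two-sided permutation test, p = 0.0286, 4 of 4 libraries below every control library), and by −0.99 over the libraries of Fig. 6A. The haemoglobin genes differed by −0.83 (SD 0.81; exact two-sided permutation test, p = 0.2), and by −1.01 over the libraries of Fig. 6A. Less blood in the sorted cells and fewer platelets alone cannot be told apart, because the haemoglobin genes moved the same way within their spread. *Gp1bb*, another platelet gene, had a log2 fold change of −1.68. Over the 9 tested erythroid and platelet markers camera gave an adjusted p = 1.96e-04 (unadjusted 0.0805 with an estimated correlation), with 9 of 9 lower.

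The other check lists had these camera results over all 8 libraries, adjusted over 15 lists. Endothelial markers were lower in 20 of 20 genes (adjusted p = 2.89e-04), or 16 of 20 without library H3. Myeloid markers were higher in all but 1 of 17 genes (1.42e-12), and in all but 1 without library H3 (median log2 fold change 0.75). T and B lymphocyte markers were higher in all but 4 of 14 (3.84e-05), fibroblast and pericyte markers in all but 6 of 15 (0.0184) and hypoxia genes in all but 6 of 20 (3.84e-05). Without library H3 the unadjusted camera p of these 3 lists was 0.0682, 0.111 and 4.12e-04. In the libraries of Fig. 6A their adjusted camera p was 0.00500, 0.100 and 0.00500. VEGF, PDGF and TIE2 genes were lower in 9 of 9 (0.0184), or 7 of 9 without library H3. Epithelial markers (0.0909, 13 of 14 lower, or 4 of 14 in the libraries of Fig. 6A), dissociation stress genes (17 of 20 lower, or 11 of 20 under scaling by the median ratio, 0.219), sex genes (0.617, 4 of 4 lower, or 2 of 4 in the libraries of Fig. 6A), Frizzled receptors (0.617, 5 of 7 lower, or 3 of 7 in the libraries of Fig. 6A), the only tested neighbour of *Foxf1*, *Mthfsd* (log2 fold change −0.34, 0.617), and the other genes the paper names in mouse endothelium (0.654, 8 of 11 lower, or 5 of 11 in the libraries of Fig. 6A) did not pass. With an estimated correlation, only hypoxia (0.0262) and proliferation of the 15 lists had an unadjusted p under 0.05, and under fry only the erythroid and platelet markers did (0.0432). Dissociation stress genes did pass in the libraries of Fig. 6A (camera adjusted p = 0.0182, 17 of 20 lower). This did not hold there with an estimated correlation (unadjusted 0.448). Without library H3 their unadjusted camera p was 0.00122. Of the endothelial markers, 5 are also among the other genes the paper names in mouse endothelium.

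Among the Frizzled receptors *Fzd4* had the highest level in control TECs, at 91.9 TPM, followed by *Fzd6* at 21.7 TPM, *Fzd5* at 3.52 TPM, *Fzd1* at 3.37 TPM, *Fzd8* at 3.28 TPM, *Fzd3* at 2.54 TPM and *Fzd7* at 2.04 TPM, while *Fzd2*, *Fzd9* and *Fzd10* averaged 0.169, 0.0676 and 0.00446 TPM. The paper describes *Fzd4* as the highest and *Fzd6* as present in non-capillary cells in single-cell data of lung endothelial cells, and the others as undetectable there.

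*Cldn5* was below every control library in all 4 end*Foxf1*+/- libraries, at 1200 ± 220 TPM (SD, n = 4) in control and 516 ± 443 TPM (SD, n = 4) in end*Foxf1*+/- TECs, and remained lower relative to the endothelial markers, by −0.77 (exact two-sided permutation test, p = 0.0286). *Angpt1* was also below every control library in all 4 (log2 fold change −0.85, exact two-sided permutation test, p = 0.0286). Relative to the markers it differed by −0.04 over all libraries and by −0.44 over those of Fig. 6A. *Slitrk6*, *Cyp17a1* and *Slc5a12* were lower in each end*Foxf1*+/- library than in every control library, and *Gm19898*, a processed pseudogene on chromosome 12, was listed at 0 in all 4 end*Foxf1*+/- libraries and at 1.59 to 2.97 TPM in the control libraries. Under array weights the adjusted p of these 4 genes and of *Gp1bb* was 0.00883 to 0.0383 from limma, against no call over all 8 libraries in the main setting. No explanation was tested for these genes.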
